# SOX11 and SOX4 drive the reactivation of an embryonic gene program during murine wound repair

**DOI:** 10.1038/s41467-019-11880-9

**Published:** 2019-09-06

**Authors:** Qi Miao, Matthew C. Hill, Fengju Chen, Qianxing Mo, Amy T. Ku, Carlos Ramos, Elisabeth Sock, Véronique Lefebvre, Hoang Nguyen

**Keywords:** Developmental biology, Regeneration

## Abstract

Tissue injury induces changes in cellular identity, but the underlying molecular mechanisms remain obscure. Here, we show that upon damage in a mouse model, epidermal cells at the wound edge convert to an embryonic-like state, altering particularly the cytoskeletal/extracellular matrix (ECM) components and differentiation program. We show that SOX11 and its closest relative SOX4 dictate embryonic epidermal state, regulating genes involved in epidermal development as well as cytoskeletal/ECM organization. Correspondingly, postnatal induction of SOX11 represses epidermal terminal differentiation while deficiency of *Sox11 and Sox4* accelerates differentiation and dramatically impairs cell motility and re-epithelialization. Amongst the embryonic genes reactivated at the wound edge, we identify fascin actin-bundling protein 1 (FSCN1) as a critical direct target of SOX11 and SOX4 regulating cell migration. Our study identifies the reactivated embryonic gene program during wound repair and demonstrates that SOX11 and SOX4 play a central role in this process.

## Abstract (web summary)

Wounding induces changes in cell identity but the mechanisms regulating this are unclear. Here, the authors show that Sox11/Sox4 expression in the leading edge of wounds converts murine epidermal cells to an embryonic-like state and facilitates repair.

## Introduction

The epidermis, the outermost layer of the skin, provides a protective barrier from the external environment^1^. Injuries disrupting the skin barrier elicit responses from multiple cell types, inducing epidermal cells to migrate to the wound site and regenerate a new epidermis^2^. During this wound-healing process, epidermal cells are reprogrammed to be more plastic in their fate, but the regulation of this process remains poorly defined^3,4^.

Recent reports show that injuries induce the expression of a fetal-like transcriptional program in epithelial cells lining the digestive system^5–7^. The reactivation of certain embryonic genes is also observed in other regenerative processes such as bone fracture repair^8–10^ and nerve regeneration^11–13^. Interestingly, in both nerve and bone regeneration the embryonic gene SOX11 is induced and implicated in the regenerative process^10–13^. The relationship between SOX11 and the reactivation of embryonic genes during tissue repair is unclear. Moreover, whether the reactivation of an embryonic gene program is required for regeneration and how the reactivation of this program is regulated remain to be elucidated.

SOX11 belongs to the *SRY*-related high-mobility-group (HMG) box family of transcription factors, classified into eight subgroups on the basis of the degree of conservation of the HMG DNA-binding domain and the surrounding sequences^14,15^. Part of the SOXC subfamily, *Sox11, Sox4*, and *Sox12* are crucial yet partially redundant during development^16–18^. *Sox11*-null mice die at birth, from multiple defects, including faulty heart development, craniofacial and skeletal malformations, and multiple hypoplastic organs^19^. *Sox4-null* mice die embryonically at E14.5, with severe heart defects and arrested B-cell differentiation^20^. Mice lacking both *Sox4* and *Sox11* die earlier, by E10.5, and have more severe developmental failure, highlighting the partial redundancy of *Sox11* and *Sox4*^17^. *Sox12*-null mice are normal and fertile^21^, but the ablation of *Sox12* in mice already lacking *Sox4* and *Sox11* aggravates the developmental failure still further. *Sox12* thus plays a minor role in mouse development, with some overlapping functions with *Sox11* and *Sox4*^17^. The role of SOXC family members in skin is still unclear. Although *Sox4* has been ablated in skin, its precise role remains ambiguous due to the extreme hypomorphism of the line that contains the *loxP* insertion in the *Sox4* locus^22^.

In addition to its role in embryonic development, SOX11 is induced in adult neuronal and mesenchymal cells upon injury and contributes to nerve regeneration and bone repair^10–13^. As SOX11 clearly holds a critical role in embryonic development and regeneration^10,11,13,17,19^, we postulate that SOX11 might be an important molecular link between the embryonic state and tissue regeneration.

In this study, we explore the relationship between the reactivation of an embryonic gene program and wound repair. We show that one-quarter of all wound-induced epidermal signature genes^4^ are embryonic epidermal signature genes and identify *Sox11* as one of the wound-induced embryonic transcription factors. We demonstrate that overexpressing *Sox11* in the epidermis enforces an embryonic state, while ablating *Sox11* along with *Sox4* accelerates differentiation. We further show that loss of *Sox11* and *Sox4* impairs cell migration in vitro and wound repair in vivo. Moreover, transcriptomic profiling of *Sox11* induced and *Sox11/Sox4* ablated epidermis shows that close to half of the SOX11- and SOX4-regulated genes are embryonic signature genes, indicating that SOX11 and SOX4 promote the expression of the embryonic program and the repression of the differentiation program. ChIP-seq analysis further illustrates that SOX11 and SOX4 directly regulate genes that govern differentiation and cell motility. Additionally, amongst the embryonic genes that are wound-induced, we identify the actin-bundling protein Fascin1 (FSCN1) as a direct target of SOX11 and SOX4 that facilitates cell migration.

In summary, our study identifies a molecular program employed in embryonic epidermal development that is reactivated during wound repair. We demonstrate that SOX11 and SOX4 play a critical role in this process.

## Results

### Embryonic epidermal genes are upregulated at the wound edge

To explore the similarity between wound-induced and embryonic epidermal signature genes, we first set out to compile the embryonic epidermal gene signature. Embryonic epidermal cells have the potential to differentiate into cells of the stratified epidermis, hair follicles, and sebaceous glands, whereas postnatal basal cells are more restricted in their lineage fate and only give rise to cells in the stratified epidermis^1^. We performed microarray analysis of mRNAs isolated from two developmental stages using Agilent Sureprint G3 Mouse GE Microarray. We prepared mRNAs from basal epidermal cells from *K14-H2BGFP* transgenic pups at E13.5 and P4, which were isolated based on their positive expression of the cell surface marker α6-integrin and keratin-14-regulated GFP. The compiled heat map from our microarray data showed distinctive clustering of genes that are differentially expressed between the two developmental stages (Fig. 1a). We identified E13.5 epidermal signature genes as genes that are either upregulated or downregulated at E13.5 relative to P4 ≥ 1.5 log2 fold-change and a false discovery rate (FDR) < 0.05.

**Fig. 1:**
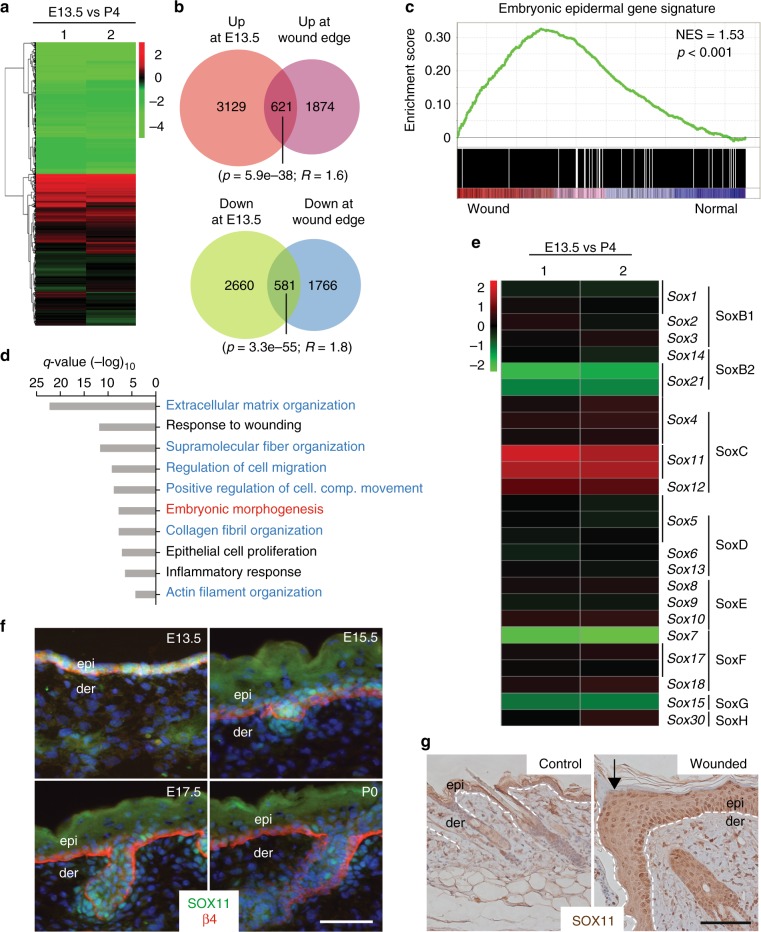
Embryonic genes including *Sox11* are induced at the wound edge. **a** Heat map of clustering of differentially expressed (FDR < 0.05 and fold change > 1.5) probesets in epidermal cells at embryonic day 13.5 (E13.5) relative to epidermal basal cells at postnatal day 4 (P4), from two-color microarray data of two biological replicates of each developmental stage. **b** Venn diagrams depicting the overlap of embryonic epidermal signature genes (genes with a log2 fold-change in expression of ≥1.5 and FDR < 0.05 in E13.5 epidermal cells relative to P4 epidermal cell in the basal layer) with wound edge epidermal signature genes^4^. Venn diagram hypergeometric *p* values and the enrichment level (*R*) of the overlaps are indicated. **c** GSEA showing enrichment of embryonic gene signature in wounded epidermis. **d** Top ten GO biological processes (Metascape, *q* values < 0.05) of intersecting genes differentially expressed in both embryonic epidermis at E13.5 and at adult wound edge. Cytoskeletal organization and motility related GO biological processes (blue) as well as embryonic morphogenesis (red) are significantly enriched. **e** Heat map showing relative expression of *Sox* family genes in E13.5 epidermal cells versus P4 basal epidermal cells. **f** Immunofluorescence analysis of SOX11 expression in skins at the indicated developmental stages with β-4 integrin demarking the epidermis from dermis and Hoechst 33342 dye (blue) counterstaining nuclei. **g** Immunohistochemical analysis of SOX11 expression in normal and 5-day post-wounded adult skin. Black arrow points to the wound edges. Epi, epidermis; der, dermis. Scale bars, 50 µm (**f**) 100 µm (**g**). Images in panels **f** and **g** are representative images seen across the skin sections of two biological replicates. Source data for panels **a**–**c** are provided as a Source Data file

We next compared E13.5 epidermal signature genes to previously published wound edge epidermal signature genes^4^. The wound-induced epidermal signature genes were generated from comparative RNA-seq analysis of hair follicle stem cells (HFSCs) from unwounded skin and HFSCs and their progeny around the biopsied-wounded area 7 days post wounding. We found that genes upregulated at the wound edge overlapped significantly with genes upregulated at E13.5 (*p* = 5.9e-38, *R* = 1.6). Conversely, genes downregulated at the wound edge and at E13.5 also showed significant overlap (*p* = 3.3e-55, *R* = 1.8) (Fig. 1b). We also used gene set enrichment analysis (GSEA) to show that the embryonic gene signature is enriched in the wounded epidermis (log2 fold-change ≥ 1.5 and FDR < 0.05) (Fig. 1c). These overlapping genes are particularly enriched in gene ontology (GO) categories such as biological processes implicated in cell migration, extracellular matrix organization, as well as embryonic morphogenesis (Fig. 1d).

We were specifically interested in the transcriptional regulation of the genes shared between embryonic and wounded adult epidermis. We identified 32 transcription factors out of the 621 genes upregulated at both E13.5 and the wound edge (Supplementary Table 1). In particular, *Sox11*, out of all the *Sox* family members, shows the highest enriched expression at the embryonic stage (Fig. 1e). We found SOX11 protein uniformly expressed in E13.5 epidermal cells, sparser at later stages, and undetectable by birth (Fig. 1f), consistent with the in situ hybridization data from Allen Brain Atlas (http://developingmouse.brain-map.org/gene/show/20428). We also saw SOX11 protein expression induced at the skin wound edge (Fig. 1g) in agreement with the wound edge gene signature^4^.

### Induction of SOX11 represses epidermal differentiation

Since SOX11 expression in the epidermis is turned off by birth, we sought to investigate the effect of SOX11 induction in postnatal skin. We generated a transgenic line expressing a tet-inducible FLAG-epitope tagged *Sox11* (*TRE-Sox11*, schematic in Fig. 2a) to be used with the established *K14-rtTA* line, which expresses the  Tet repressor fused with the transactivator VP16 under the *keratin 14* promoter^23^. We confirmed that mice carrying both transgenes express SOX11 in a tightly regulatable manner, as SOX11-FLAG is undetectable without doxycycline (Dox) administration but is expressed in keratin 14 positive cells as early as 6 h post Dox (Fig. 2b).

**Fig. 2:**
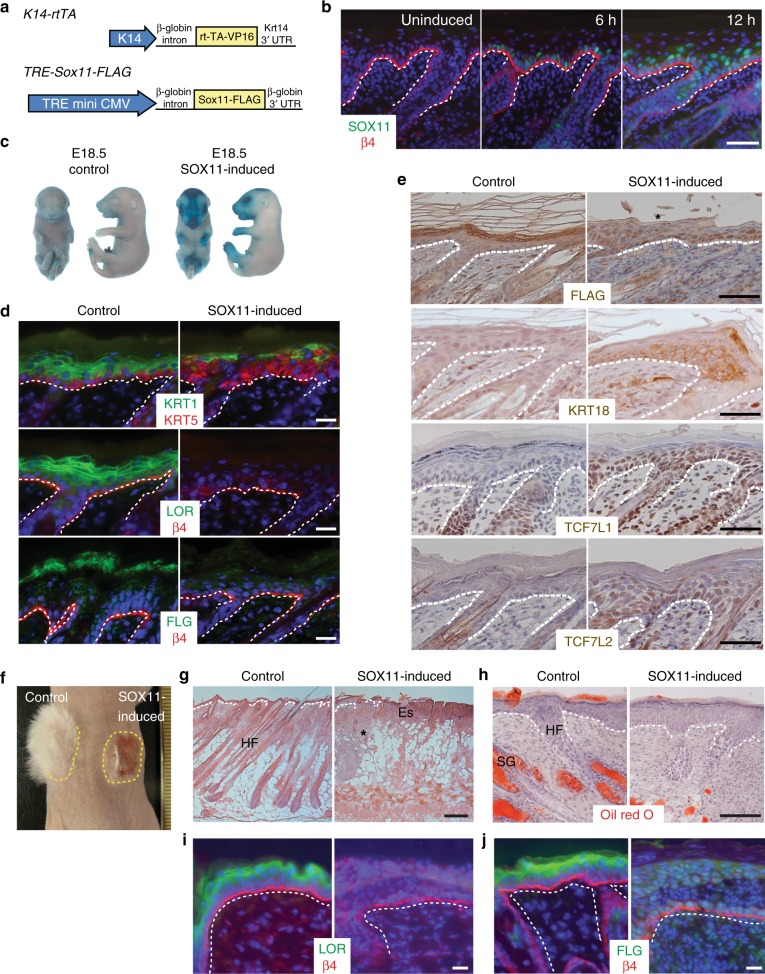
SOX11 overexpression inhibits epidermal differentiation. **a** Constructs used to generate transgenic mice expressing epithelial-specific *Sox11* under the control of tetracycline and its derivatives. **b** Immunofluorescence analysis of expression of FLAG-tagged SOX11. Four-day old *K14-rtTA;TRE-Sox11-FLAG* mice were injected intraperitoneally with Dox for the indicated time prior to skin isolation. Dashed line demarks the border between the epidermis and dermis. **c** Images of embryos of specified genotypes in X-gal exclusion assay. The pregnant females were on Dox-containing diet until the embryos were collected at E18.5. **d** Immunofluorescence analysis of differentiation markers in postnatal epidermis expressing SOX11. After birth, the mother was on Dox-containing diet for 5 days and skin sections from *K14-rtTA* (control) and *K14-rtTA*;*TRE-Sox11-FLAG* pups were immunostained with the indicated antibodies. KRT5 (keratin5); KRT1 (keratin 1); LOR (loricrin); FLG (filaggrin). **e** Immunochemical analysis of embryonic makers in control and SOX11-FLAG expressing epidermis with the indicated antibodies. KRT18 (keratin 18); TCF7L1 (transcription factor 7 like 1); TCF7L2 (transcription factor 7 like 2). (**f**–**j**) Effect of long-term SOX11 overexpression in postnatal skin. Dorsal skins from *K14-rtTA* (control) and *K14-rtTA*;*TRE-Sox11-FLAG* newborns were grafted in pair onto *Nude* mice, which were put on a diet containing Dox day 10 post grafting. *n* = 2. **f** Image of engrafted mouse 28-day post grafting with engrafted area demarcated by yellow dashed lines. **g** H&E staining of the sectioned pair of skins showing stunted hair follicles (*) in SOX11-induced skin. **f** Oil red O staining marks lipids, enriched in sebaceous glands. Immunofluorescence analysis of differentiation markers LOR (**i**) and FIL (**j**) in grafted skin. White dashed lines mark the border between epidermis and dermis. HF, hair follicles; Es, eschar; SG, sebaceous glands. Scale bars, 50 µm (**b**, **e**) 20 µm (**d**, **i**–**j**), 100 µm (**g**, **h**). All images reflect the same result seen across the entire embedded skin section from 2 (**b**, **c** and **f**–**j**) or 3 (**d** and **e**) biological replicates

Using this inducible model, we placed the pregnant mothers carrying double (*K14-rtTA*;*TRE-Sox11*) and single (*K14-rtTA or TRE-Sox11*) transgenic embryos on a Dox diet. By E18.5, the epidermis is fully stratified and has formed a functional skin barrier^24^. Using an X-gal exclusion assay to evaluate the skin barrier function, we found that E18.5 wild-type embryos were impermeable to X-gal as expected while embryos overexpressing SOX11 were permeable to X-gal and consequently turned blue (Fig. 2c).

We next induced expression of SOX11 in newborn pups and found that epidermis expressing SOX11 show reduced levels of intermediate differentiation marker KRT1 (keratin 1) and late differentiation markers LOR (loricrin) and FLG (filaggrin) (Fig. 2d). Moreover, expressing SOX11 in postnatal epidermis reactivates expression of KRT18 (keratin 18), a marker of the single-layer ectodermal cells, as well as other markers expressed in embryonic and not postnatal stratified epidermis including TCF7L1 and TCF7L2^23,25^ (Fig. 2e). Since pups expressing SOX11 die after several days of induction, we grafted skins of tet-inducible *Sox11* newborn and control newborn onto nude recipient mice to assess the long-term effect of SOX11. At day 28 post grafting, a full coat of hair was seen on the wild-type grafted skin while little hair was detected on the grafted skin where SOX11 was induced (Fig. 2f). H&E and Oil red O staining of grafted skins show that prolonged expression of SOX11 blocks hair follicle and sebaceous gland development (Fig. 2g–h), in addition to blocking differentiation of the stratified epidermis, as shown by the drastically reduced expression of LOR and FIL (Fig. 2i, j).

As keratinocytes can be induced to differentiate in vitro with high concentrations of calcium^26^, we also evaluated the effect of SOX11 expression on the calcium-induced differentiation of primary keratinocytes. We verified that SOX11-FLAG protein is induced in keratinocytes from tet-inducible *Sox11* line when treated with Dox as expected (Supplementary Fig. 1a). Untreated control or tet-inducible *Sox11* keratinocytes differentiate normally in response to calcium, as shown by their flattened morphology and increased expression of differentiation markers. However, when treated with Dox, these Dox-induced SOX11 expressing cells are more resistant to differentiation, reflected by their undifferentiated morphology and their lower expression of differentiation markers and regulators, including *Dsg1a*, *Casp14*, *Tincr*, and *Cdsn* (Supplementary Fig. 1b, c).

### SOX11 induction promotes embryonic signature genes

Since SOX11 represses the epidermal differentiation while inducing expression of early embryonic epidermal progenitor cell markers, we wished to identify the global gene expression changes caused by SOX11. We isolated stratified epidermis from tet-inducible *Sox11* transgenic pups (*K14-rtTA*;*TRE-Sox11*) or control pups (*K14-rtTA*) that have been injected with doxycycline for 12 h, and processed mRNAs for transcriptomic analysis. Based on two biological replicates of each genotype, we identified 1299 genes that were altered by log2-fold change > 1.5 by the induction of SOX11, where 854 were upregulated and 445 downregulated (Fig. 3a). The top GO biological processes affected by SOX11 were cytoskeletal/ECM organization, cell migration/adhesion, differentiation, and wound healing (Fig. 3b).

**Fig. 3:**
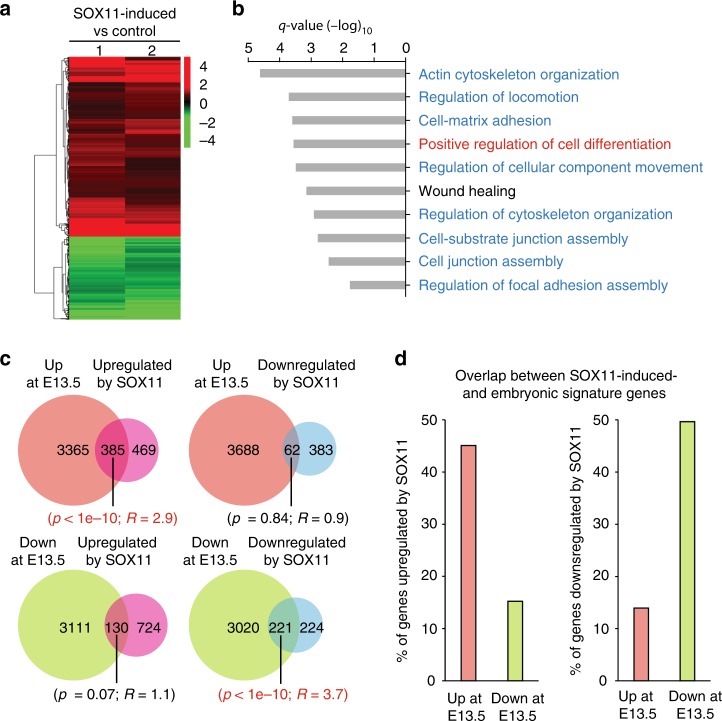
SOX11 overexpression induces embryonic transcriptional program. **a** Heat map from two-color microarray analysis depicts clustering of differentially expressed (FDR < 0.05 and fold change > 1.5) probesets in *K14-rtTA;TRE-Sox11* epidermis relative to control *K14-rt*TA epidermis at P4 after 12 h of Dox induction. Data from two biological replicates of each genotype. **b** Top ten GO biological processes of the differentially expressed genes in SOX11-induced epidermis. Cell organization and movement related (blue) and epidermal differentiation (red) processes are among the most significantly enriched. **c** High overlap of SOX11-induced signature genes and embryonic epidermal signature genes. The Venn diagrams show overlapping between E13.5 epidermal signature genes and genes changed by SOX11-induction (genes with log2-fold change > 1.5 in both microarrays). Venn diagram hypergeometric *p* values and the enrichment level (*R*) of the overlaps are indicated below each Venn diagram, with statistically significant values highlighted in red. **d** Percentage of genes altered by SOX11 overexpression overlapping with embryonic signature genes. Source data for panels **a**, **c** and **d** are provided as a Source Data file

To evaluate whether SOX11 expression controls the embryonic state, we compared genes altered by SOX11 induction to the embryonic signature genes. We found a statistically significant overlap between genes upregulated by SOX11 and genes highly expressed at the early embryonic stage (Fig. 3c). Conversely, genes downregulated by SOX11 also showed significant overlap with genes downregulated at E13.5 (Fig. 3c). We found that 385 genes out of 854 genes (~45%, *p* < 1e-10, *R* = 2.9) upregulated by SOX11 expression were genes upregulated at E13.5. Similarly, 221 genes out of 445 genes (~50%, *p* < 1e-10, *R* = 3.7) downregulated by SOX11 expression were genes downregulated at E13.5. In contrast, much less overlap was observed between genes upregulated by SOX11 and downregulated at E13.5 and *vice versa* (*p* = 0.07, *R* = 1.1 and *p* = 0.84, *R* = 0.9 respectively). Overall, close to half of the genes upregulated by SOX11 belong to embryonic induced signature genes, and an equal percentage of genes downregulated by SOX11 belong to the embryonic repressed signature genes (Fig. 3d). Thus, induction of SOX11 enforces expression of embryonic epidermal signature genes, in line with our observation that SOX11 represses differentiation and induces expression of embryonic epidermal markers (Fig. 2).

### Ablation of *Sox11* and *Sox4* induces premature differentiation

We next sought to evaluate the consequence of ablating *Sox11* in epidermal development. *Sox11* cKO (*K14cre;Sox11*^*fl*/fl^) mice were born with no obvious phenotype except for their abnormal eyelid closure also seen in the constitutive KO^19^ (Supplementary Fig. 2a). Since SOXC members can compensate for one another^17,21,27^, we examined the expression of other SOXC members in epidermal cells. Through quantitative real-time PCR analysis of mRNAs isolated from basal cells of E13.5 and P4 epidermis, we found that while expression of *Sox12* is negligible, both *Sox4* and *Sox11* are highly expressed in E13.5 epidermal cells with *Sox4* at a higher level than *Sox11*. By P4, *Sox4* expression is decreased by 2 fold whereas *Sox11* is undetectable (Fig. 4a).

**Fig. 4:**
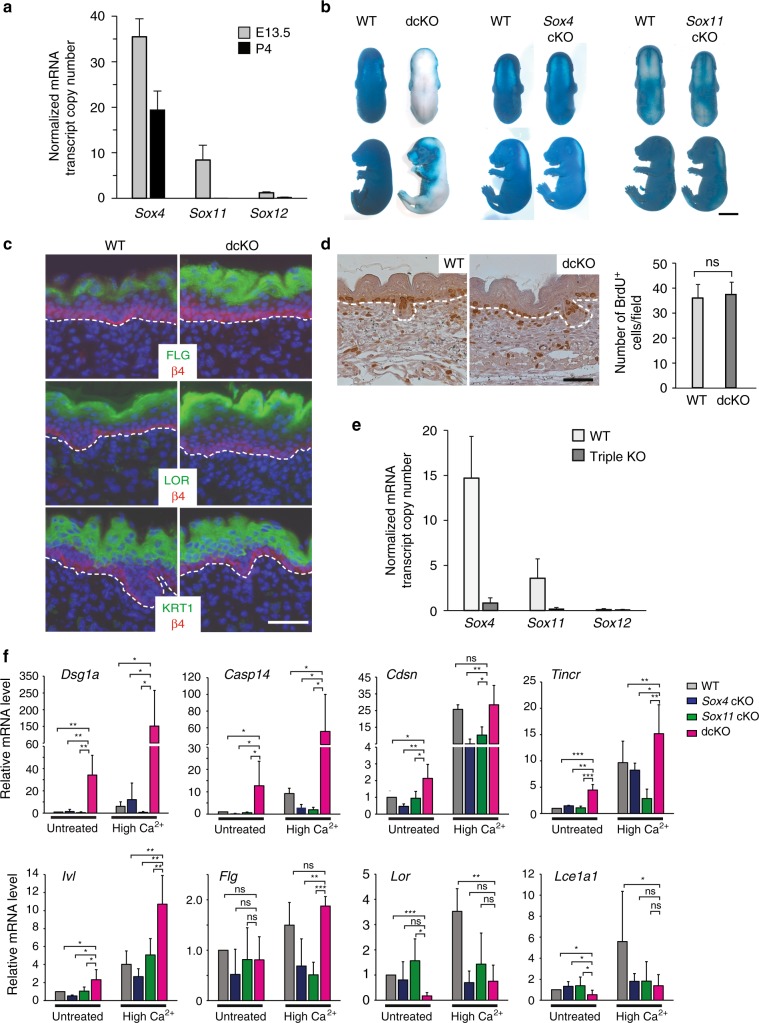
Ablation of *Sox11* and *Sox4* induces premature epidermal differentiation (**a**) mRNA transcript copy number of SOXC class genes from FACS-purified E13.5 epidermal and P4 basal epidermal cells normalized to the housekeeping gene *Mrpl19*. Data are the mean ± SD. *n* *=* 2 biological replicates. **b** Images of E16.5 embryos of indicated genotypes in X-gal exclusion assay. Independent biological replicates of each genotype pair *n* = 3 *Sox4* cKO-control pairs, 5 *Sox11* cKO-control pairs, and 4 dcKO-control pairs in independent experiments. **c** Immunofluorescence analysis of epidermal differentiation marker expression in WT and dcKO at E16.5 (representative images from *n* = 3 biological replicates). FLG (filaggrin) and LOR (loricrin) are late differentiation markers expressed in termi80 (WT), 63 (*Sox4* cKO), 83 (*Sox11* cKO), or 88 (dcKO).nally differentiated keratinocytes in the epidermal outer layer; KRT1 (keratin 1) is an early differentiation maker expressed in cells of the intermediate epidermal layers. **d** BrdU incorporation analysis of WT and dcKO embryos. Pregnant mice were administered with BrdU for 4 h prior to embryo isolation. Skin sections of embryos at E16.5 were immunostained with anti-BrdU antibody. Representative sections are shown (left panel) and BrdU + cells in 13 fields were quantified (right panel). Data are the mean ± SD. *n* = 2 independent experiments. *p* = 0.51. **e** mRNA transcript copy numbers of SOXC class genes expressed in primary keratinocytes, normalized to the housekeeping gene *Mrpl19*. Cells were isolated from neonatal skins of WT and *Sox4/11/12*-triple knockout littermates. Data are the mean ± SD. *n* = 2 triple KO and 6 wild-type (WT) biological replicates. **f** qRT-PCR analysis of epidermal differentiation gene expression in WT, *Sox11* cKO, *Sox4* cKO, or dcKO primary keratinocytes. Keratinocytes were cultured in regular media or with the addition of calcium at 1.5 mM for 24 h. Data are the mean ± SD. *n* = 5 biological replicates. *p < 0.05, **p < 0.01, ***p < 0.001; ns, not significant (Student’s one-tailed *t*-test). Scale bars, 5 mm (**a**), 50 µm (**c**, **d**). Source data for panels **a** and **d**–**f** are provided as a Source Data file

To uncover if *Sox4* indeed has compensated for the loss of *Sox11* in embryonic skin, we examined mice lacking both *Sox11* and *Sox4* (*K14cre;Sox11*^*fl*/fl^;*Sox4* ^*fl*/fl^). We found that dcKO pups were born at a Mendelian ratio but died shortly after birth, without detectable milk spots (Supplementary Fig. 2b). Mice lacking *Sox4* appeared very similar to the wild type, but upon closer examination their hair coat seemed shorter (data not shown).

Since SOX11 expression dramatically decreases by E17.5, when the stratum corneum is completely formed, we sought to determine whether the downregulation of SOX11 contributes to differentiation of the stratified epidermis and skin barrier formation. Using the X-gal exclusion assay^28^, we compared the level of X-gal penetration in E16.5 embryos that are wild type or lacking *Sox11*, *Sox4*, or both. At E16.5, wild-type embryos have not formed a complete skin barrier as expected and hence turned blue after X-gal incubation. Embryos lacking either *Sox11* or *Sox4* displayed a similar level of X-gal penetration, while those lacking both genes excluded X-gal in most parts of their bodies (Fig. 4b), indicating that deficiency of both genes induces premature epidermal differentiation and thus earlier barrier formation.

To further validate that deficiency of *Sox11* and *Sox4* accelerates differentiation, we examined the expression of differentiation markers of the stratified epidermis of dcKO embryos. Consistent with the X-gal-exclusion assay results, the level of the late differentiation markers FLG and LOR was higher in the dcKO than in the wild-type or the single knockout embryos (Fig. 4c, Supplementary Fig. 2c), while the level of the early differentiation marker KRT1 showed little change. This accelerated differentiation was not due to a decrease in proliferation, as dcKO epidermis showed a similar amount of BrdU incorporation (Fig. 4d).

Although *Sox11* is not expressed in postnatal epidermal basal cells, it is induced once cultured in vitro (Fig. 4e), like many wound-induced genes^29^. Interestingly, the differential level in expression of the three SOXC members in vitro recapitulates the differential level seen in vivo at E13.5 (Fig. 4a). We assessed the effect of ablating *Sox11*, *Sox4*, or both on the response to calcium, and found that dcKO cells express a higher basal and calcium-induced level of certain differentiation markers and regulators (*Dsg1a, Casp14, Tincr*, *and Cdsn*) than the control cells (Fig. 4f).

It should be noted that the in vitro data do not completely recapitulate the in vivo observation, as certain differentiation markers that were upregulated in dcKO embryonic epidermis such as *Inv*, *Lor,* and *Lce1a* were not upregulated in vitro. Nevertheless, our in vitro and in vivo data together strongly suggest that deficiency of both *Sox11* and *Sox4* affects expression of differentiation genes, which likely predispose cells to differentiate more readily.

### SOX11 and SOX4 regulate embryonic epidermal signature genes

We next set out to explore the molecular mechanism underlying SOX11 in epidermal differentiation. Since ablating both *Sox4* and *Sox11* induces accelerated epidermal differentiation by E16.5, we assessed the change in gene expression through transcriptionally profiling E16.5 epidermis lacking *Sox11*, *Sox4*, or both. Using epidermis isolated through dispase digestion, we first conducted RT-qPCR expression analysis for *Sox4*, *Sox11, Flg*, *Krt1*, and *Krt5* to verify (1) loss of *Sox4* and/or *Sox11* from the respective knockouts, (2) increase in *Flg* in dcKO, and (3) similar levels of *Krt1* and *Krt5* between knockouts and wild-type controls (Fig. 5a). We then carried out the two-colored microarray analysis using these validated mRNAs from two biological replicates of each genotype.

**Fig. 5:**
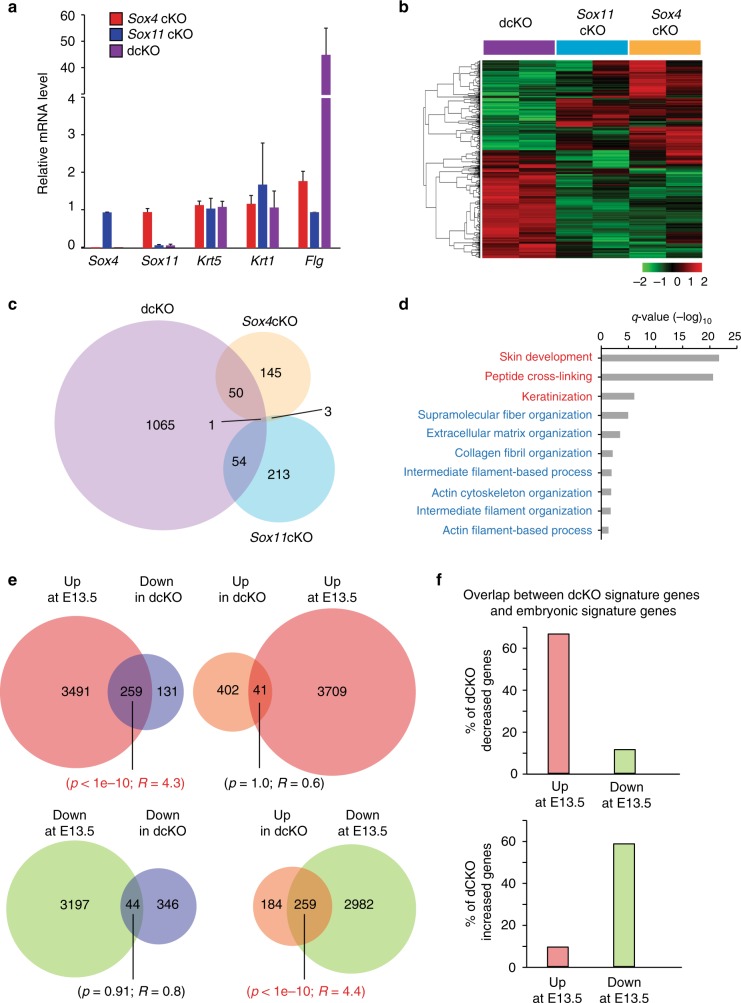
Identifying downstream effectors of SOX11 and SOX4 in embryonic epidermis. **a** qRT-PCR analysis of isolated epidermis from *Sox11* cKO, *Sox4* cKO, or dcKO and their WT littermate embryos at E16.5 with two biological replicates per genotype. The values are gene expression levels in the knockouts relative to their respective wild-type controls. Data are the mean ± SD. *n* = 2 biological replicates. **b** Two-color microarray analysis was performed on E16.5 epidermis lacking either *Sox11* or *Sox4*, or both genes, as well as on wild-type littermate, which is used as a baseline control. Heat map shows clustering of probesets with significant differential expression (FDR < 0.05 and fold change > 1.5) in dcKO, *Sox11* cKO or *Sox4* cKO epidermis relative to their WT littermate controls. *n* = 2 biological replicates. **c** Venn diagram showing the overlap of probesets significantly changed in dcKO, *Sox11* cKO or *Sox4* cKO epidermis. **d** Cell organization/motility (blue) and epidermal development (red) are among the top GO biological processes found in the differentially expressed genes in dcKO epidermis at E16.5 (as determined by Metascape, *q* values < 0.05). **e** Venn diagrams (Top panel) show the overlaps of genes up- or downregulated (log2-fold change ≥ 1.5 and FDR < 0.05) in E16.5 dcKO epidermis with genes up- or downregulated in E13.5 epidermal cells as compared to P4 basal epidermal cells. Hypergeometric *p* values and the enrichment level (*R*) of the overlap show statistical significance between specified groups (highlighted in red). **f** Graph shows the percentage of genes altered in dcKO overlapping with embryonic signature genes. Source data are provided as a Source Data file

Among the probesets that show an increase or decrease in expression at log2-fold change > 1.5 or greater with FDR <0.05 over the wild-type control, we found that over 60% of the probesets show altered expression exclusively in dcKO whereas only approximately 15% show changed expression in *Sox4* cKO or *Sox11* cKO alone (Fig. 5b). Since ablation of both *Sox11* and *Sox4* altered expression of many more genes than the ablation of either gene alone, our result suggests that *Sox11* and *Sox4* have significant compensatory roles in epidermal cells.

We identified 1065 probesets specifically altered only in the dcKO (Fig. 5c). Since deficiency of both *Sox11* and *Sox4*, but not either alone, accelerated differentiation in embryonic epidermis, we focused only on the probesets that were altered by the ablation of both genes and not by either alone. In our GO enrichment analyses of these genes, we found two major groups of biological processes significantly affected by the loss of both *Sox11* and *Sox4*. The first group is linked to skin development, which includes keratinization and sphingolipid metabolism, and the second group is involved with functions related to cytoskeletal, extracellular matrix and supramolecular fiber organization (Fig. 5d).

Since *Sox11* is especially enriched at embryonic epidermal cells and its ablation along with *Sox4* accelerates differentiation, we investigated whether ablating *Sox11* and *Sox4* shifts the developmental stage of the cells. We compared genes with altered expression uniquely in dcKO epidermal cells to genes altered between E13.5 and P4 developmental stages (Fig. 5e). We found that 63% of the genes decreased in dcKO are those highly expressed at E13.5 (*p* < 1e-10, enrichment level *R* = 4.3) while 55% of the genes increased in dcKO are those downregulated at E13.5 (*p* < 1e-10, *R* = 4.4) (Fig. 5f). In contrast, the overlaps between downregulated genes in dcKO and in E13.5 (*p* = 0.91, *R* = 0.8) or between upregulated genes in dcKO and in E13.5 (*p* = 1.0, *R* = 0.6) are not significant. These data suggest that SOX4 and SOX11 induce the expression of genes found in embryonic progenitors and repress genes found in the later developmental stage.

We next sought to identify the direct target genes of SOX11 and SOX4 using chromatin immunoprecipitation and high throughput sequencing (ChIP-seq). 

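ChIP-seq was done on mouse keratinocytes that lack both *Sox11* and *Sox4* (dcKO) and that carried a lentivirus with a doxycycline-inducible *Sox11* or *Sox4* tagged with 3 copies of the FLAG epitope. Doxycycline was given for 24 h, and the cells were then fixed in 1% formaldehyde for 10 min and sonicated to fragments of 100 to 500 bp. Libraries were made from 0.5 ng of precipitated DNA with 11 cycles of amplification and sequenced as single-end reads of 50 bp. There were 2 replicates of SOX4-FLAG, 2 replicates of SOX11-FLAG and 1 control library, which the sample labels call input in the title and IgG in the antibody field. The authors mapped the reads to the mouse genome mm9 with Bowtie2, removed duplicates with Picard, called peaks with HOMER in its transcription factor mode and subtracted blacklisted regions. They combined both replicates of a factor into 1 deposited list of peaks. Each list gives the chromosome, start and end of every peak and no height, score or p-value, so the depth behind a peak is unknown and no spread between replicates can be given. Peaks were compared with each other, with the annotated genes of mm9 and with its sequence. Coordinates are those of mm9, counted from 1. Intervals of shares are 95% Wilson intervals; they cover counting error over the peaks of these lists, which are not replicates.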

As of now, very few direct targets of SOX4 and SOX11 have been validated, other than *Tubb3* and *Tead2*, as well as *Dcx *and *Prox1* in neurons^17,30,31^. Since we could not identify antibodies against SOX4 or SOX11 that work effectively for ChIP, we took advantage of a well-established antibody against the FLAG-epitope to immunoprecipitate SOX11-FLAG or SOX4-FLAG. To avoid ChIP-seq signal loss due to competition from endogenous SOX4 and SOX11 in keratinocytes, we transduced double null keratinocytes with lentiviral vector expressing tet-inducible FLAG-epitope tagged *Sox11* or *Sox4*. We treated the stably transduced cells with Dox for 24 h prior to harvesting cells for the ChIP experiment. After verifying that both SOX11-FLAG and SOX4-FLAG were induced (Fig. 6a, Supplementary Fig. 6a) and bound to known binding sites in the *Tead2* and *Tubb3* genes as expected (Fig. 6b), we used validated ChIP samples of two biological replicates for library preparation and sequencing. 

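In the deposited lists, SOX11-FLAG had 7.97 times as many peaks as SOX4-FLAG. All peaks lay on the 19 autosomes and the X chromosome, and no peak overlapped or touched another of its own list, so merging peaks or leaving out other chromosomes changed neither count. The SOX11 peaks covered 5.49 Mb of the genome and the SOX4 peaks 0.906 Mb. All but 15 SOX11 peaks had 1 common width, and all but 6 SOX4 peaks had another; the exceptions were narrower, down to 13 bp for SOX11 and 20 bp for SOX4, so the planned comparison of widths between shared and other SOX11 peaks carries no information. The lists are not in genomic order. The SOX11 list opens with the peak in an intron of *Lfng* on chromosome 5, from 141087167 to 141087424, and the SOX4 peak at the same place is number 10 of its list. The SOX11 peak in an intron of *Nfe2l2* on chromosome 2, from 75521028 to 75521285, whose nearest transcription start is that of *Hnrnpa3*, is number 19 and overlaps SOX4 peak number 91. The SOX11 peak in an intron of *Smad3* on chromosome 9, from 63569671 to 63569928, is number 38 and overlaps SOX4 peak number 165. The SOX11 peak in the promoter of *Plcg1* on chromosome 2, from 160557248 to 160557505, overlaps SOX4 peak number 88.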

We identified a drastically higher number of SOX11-peaks (21270) than SOX4-peaks (2669) (Fig. 6c), although both transcription factors have similar enrichment (Fig. 6d). We suspect that the far fewer SOX4-bound sites could be due to SOX4 having fewer available binding sites genome-wide, a lower affinity for the binding sites, and/or shorter occupancy at binding sites.

**Fig. 6:**
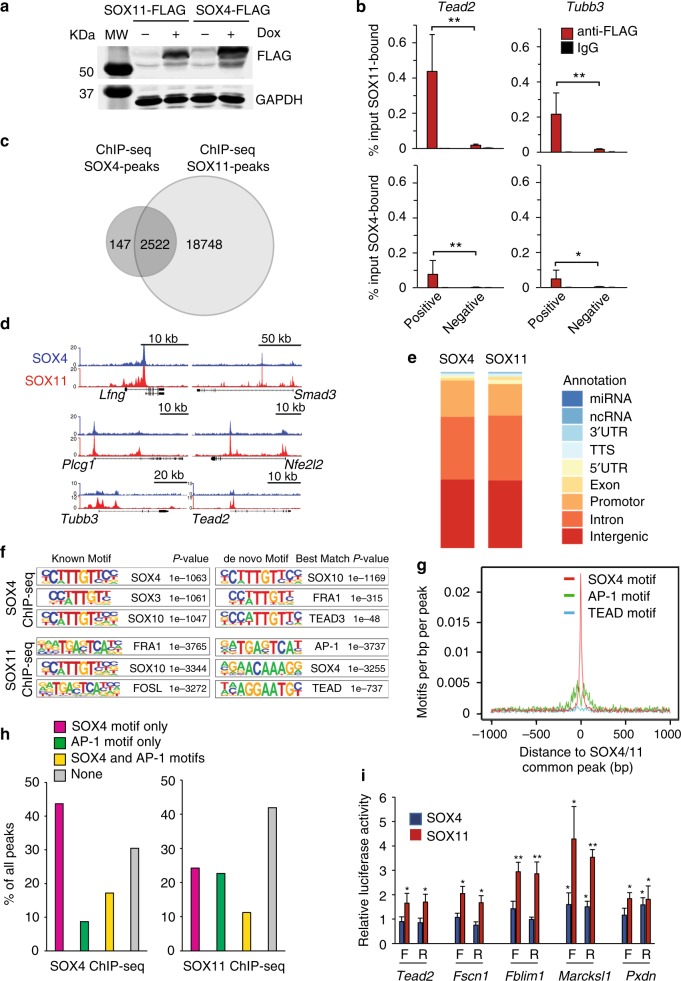
Identification of direct targets of SOX11 and SOX4 by ChIP-seq profiling. **a** Western blot analysis of induced expression of SOX11-FLAG and SOX4-FLAG in keratinocytes. Western blotting was done on isolated GFP+ cells cultured for 24 h with or without Dox. The representative blots shown are from three independent experiments. **b** ChIP-qPCR verifies binding of genomic region containing known SOX4/11 binding sites in the *Tead2* and *Tubb3* genes to FLAG-tagged SOX11 or SOX4 protein. Primers were designed to amplify the known binding sites (positive) or neighboring regions without potential SOX consensus elements (negative). Data are the mean ± SD. *n* = 4 biological replicates. *p < 0.05 (Student’s one-tailed *t*-test). **c** Overlay of SOX11 and SOX4 ChIP-seq peaks identified from ChIP-seq experiment where lysates from two biological replicates of keratinocytes deficient of both *Sox11* and *Sox4* induced to express SOX11-FLAG or SOX4-FLAG for 24 h and the amount of specified genomic regions bound by SOX11-FLAG or SOX4-FLAG were quantified. **d** Representative ChIP-seq profiles of indicated genes with genomic region binding to SOX11 and SOX4. **e** Annotation of SOX11 and SOX4 genome-wide binding sites. **f** Homer motif analysis for SOX11 and SOX4 ChIP-seq. (Left) Matches to known motifs; and (Right) de novo motif enrichment with best motif matches indicated. FRA1 and FOSL2 are FOS-related members of AP-1 transcription factor complex. **g** SOX4, AP-1, and TEAD motif enrichment around SOX11 and SOX4 binding sites. **h** Ratios of SOX11 or SOX4 ChIP-seq peaks with or without SOX4 and/or AP-1 consensus binding motifs. **i** Genomic regions containing SOX4 and SOX11 ChIP-seq peak from *Tead2*, *Fscn1, Fblim1, Pxdn,* and *Marcksl1* were cloned and placed in either forward (F) or reversed (R) orientation upstream of the luciferase reporter gene. Luciferase activity was measured and *Firefly* luciferase activity *was* normalized over *Renilla* luciferase activity. Graph shows normalized luciferase activity relative to vector control. *n* = 5 indepe*n*dent experiments. Data are mean ± SD. *p *<* 0.05, **p *<* 0.01 (Student’s one-tailed *t*-test). Source data for panels **a**, **b**, **h**, and **j** are provided as a Source Data file

Overall, we found that SOX4 and SOX11 bind many of the same genomic regions, with 94% of SOX4-bound regions overlapped with SOX11-bound regions (Fig. 6c). In addition, both proteins display similar genome-wide binding characteristics across promoters and putative enhancers (Fig. 6e). 

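With an overlap of at least 1 bp, 2522 SOX4 peaks shared a region with a SOX11 peak, which is 94.5% of the SOX4 list (interval 93.6 to 95.3%) and 11.9% of the SOX11 list (interval 11.4 to 12.3%). Of the alternatives, peak centres within 100 bp of each other moved the share of SOX4 peaks most, to 83.7%. When the SOX4 peaks were shifted together along each chromosome 1000 times, a mean of 14.1 ± 3.77 (SD over shifts) overlapped a SOX11 peak and at most 27 did. The observed overlap was 178 times that mean (one-sided permutation test, p = 0.001, the smallest that 1000 shifts can give). Shifts of only 5 to 50 kb, which keep each peak in its neighbourhood, gave a mean of 33.9 and a ratio of 74.5. The SOX4 list left 147 peaks outside the SOX11 peaks, with a median gap of 8532 bp to the nearest of them; 26.5% of them had the SOX motif, against 23.1% of sequences shifted by 2 kb. The SOX4 peaks farthest from any SOX11 peak were those on chromosome 6 from 74374567 to 74374906, at 1182 kb, on chromosome 3 from 118134332 to 118134671, at 983 kb, on chromosome 2 from 80420896 to 80421235, at 895 kb, on the X chromosome from 37534676 to 37535015, at 805 kb, and on chromosome 2 from 39662255 to 39662594, at 580.2 kb. From the share of SOX4-bound regions that overlap SOX11-bound regions, the paper concludes that the factors bind many of the same genomic regions.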

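Peaks were placed by their centres among the transcripts of protein-coding genes, with a promoter reaching from 1 kb upstream to 100 bp downstream of a transcription start. Of the SOX4 peaks, 21.8% (interval 20.3 to 23.5%) lay in promoters, 4.42% in other exons, 33.9% in introns and 39.9% between genes. Of the SOX11 peaks, 23.3% (interval 22.7 to 23.8%) lay in promoters, 3.33% in other exons, 33.4% in introns and 40.0% between genes. The promoter shares were not told apart (odds ratio 0.921 for SOX4 against SOX11, p = 0.103, two-sided Fisher's exact test), and the order changed when promoters reached 1 kb to each side, with 32.3% for SOX4, 28.9% for SOX11 and an odds ratio of 1.17 (p = 0.000279, Fisher's exact test). Most SOX4 peaks overlap a SOX11 peak, so both tests compare partly the same regions. In 10 equal parts of the SOX11 list, the promoter share was 25.5% in part 1, 28.4% in part 6 and 10.2% in part 10. The comparison was not repeated with lists of equal length. The median distance from a peak to the nearest transcription start was 9.87 kb for SOX4 and 11.5 kb for SOX11. Across 2649 bins of 1 Mb, the numbers of SOX4 and SOX11 peaks were correlated, with Spearman's rho of 0.737 and Pearson's r of 0.727 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give); bins are neither independent of each other nor replicates. With bins of 100 kb, rho was 0.441 and r was 0.486. The bin with most SOX11 peaks, on chromosome 17 from 35000001 to 36000000, held 47 SOX11 peaks and 7 SOX4 peaks, followed by bins on chromosome 1 from 137000001 with 44 SOX11 peaks and on chromosome 8 from 129000001 with 40. The bin with most SOX4 peaks, on chromosome 8 from 87000001 to 88000000, held 10 SOX4 peaks and 23 SOX11 peaks, and those on chromosome 1 from 88000001 and on chromosome 15 from 61000001 held 9 SOX4 peaks each. The share of SOX11 peaks that overlapped a SOX4 peak differed between chromosomes (chi-square statistic 35.0, p = 0.0144, permutation test), from 9.50% on chromosome 5 to 14.2% on chromosome 13; the permutation p was 0.129 when at least 50% of the SOX4 peak had to be covered. SOX11 peaks that overlapped a SOX4 peak had 1.03 ± 1.10 (SD) other SOX11 peaks within 25 kb, and the other SOX11 peaks had 0.978 ± 1.05 (p = 0.0128, two-sided permutation test). Within 100 kb the difference between these means was 0.241 (p = 3e-05, permutation test), and within 5 kb it was -0.00880, not told apart from 0 (p = 0.229, permutation test). The permutations treat peaks as independent, but neighbouring peaks count each other, so these p-values can be too small.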

Through motif enrichment analysis, we detected a high degree of similarity in SOX4 and SOX11 binding motifs. 

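The SOX motif of Fig. 6f was searched on both strands of the whole peak as YCWTTGTYCY, where Y is C or T and W is A or T, with 1 mismatch allowed. A match was found in 70.3% of the SOX4 peaks (interval 68.5 to 72.0%), against 37.2% of sequences of equal width shifted 2 kb downstream (odds ratio 4.00, p = 2.68e-132, adjusted p = 5.36e-132, Fisher's exact test). In the SOX11 peaks the share was 47.3% (interval 46.6 to 48.0%), against 29.9% of the shifted sequences (odds ratio 2.11, p = 7.09e-301, adjusted p = 2.13e-300, Fisher's exact test). The tests were two-sided, with Benjamini-Hochberg adjustment over the 6 comparisons of 3 motifs and both factors. Of the alternatives, the exact core CATTGT or ACAATG lowered the SOX4 share most, to 23.7%, with 17.8% of the shifted sequences, and the motif without mismatches, chosen after seeing the data, lowered the SOX11 share most, to 11.3%, with 1.80% of the shifted sequences. The core CATTGT leaves out the form CTTTGT. The core CWTTGT, which allows both forms and was chosen after seeing the data, was found in 80.6% of SOX4 peaks and 41.2% of shifted sequences. For SOX11 these shares were 58.5% and 32.2%. All sequences of 8 bp, with their reverse complements, were ranked by the difference between the numbers of peaks and shifted sequences that hold them, divided by the square root of their sum plus 1. In SOX4 peaks CTTTGTTC came first, in 23.9% of peaks and 2.14% of shifted sequences. In SOX11 peaks the GC-rich CCCCGCCC came first by this score, in 10.7% of peaks and 1.14% of shifted sequences, and the AP-1 sequence GTGACTCA was number 3, in 11.0% of peaks and 1.39% of shifted sequences; the shifted sequences were not matched for GC content. The share of SOX11 peaks with the SOX motif was highest at the start of the list, 73.6% in the first 2127 peaks, and was 42.7% in the last 2127.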

Interestingly, regions containing binding sites to SOX11 and to a lesser extent to SOX4, are highly enriched for the AP-1 motif (Fig. 6f). 

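The AP-1 motif of Fig. 6f, searched as RMTGASTCAY with 1 mismatch (R is A or G, M is A or C, S is C or G), was found in 41.1% of the SOX11 peaks (interval 40.5 to 41.8%) and in 19.0% of their shifted sequences, an odds ratio of 2.99 with a p too small to be represented. In the SOX4 peaks it was found in 37.8% (interval 36.0 to 39.7%), against 23.0% of the shifted sequences (odds ratio 2.03, p = 8.43e-32, adjusted p = 1.01e-31, two-sided Fisher's exact test). With the exact core TGAGTCA or TGACTCA in place of the longer motif, the shares were 28.5% of the SOX11 peaks and 26.1% of the SOX4 peaks, against 4.59% and 5.92% of the shifted sequences. The motif was more frequent in SOX11 than in SOX4 peaks, with an odds ratio of 1.15 (p = 0.000961, two-sided Fisher's exact test). This odds ratio depends on which peaks and how much sequence are compared: it was 0.962 (p = 0.515, Fisher's exact test) for the first 2669 SOX11 peaks against the SOX4 peaks, 1.44 when the same width was searched in both lists and 1.20 with both changes, settings chosen after seeing the data. With equal widths, the motif was found in 35.8% of the SOX11 peaks that overlapped a SOX4 peak and in 41.8% of those that did not. Since 2522 of the 2669 SOX4 peaks overlap a SOX11 peak, the tests between the lists compare partly the same regions.

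**Figure D1:**
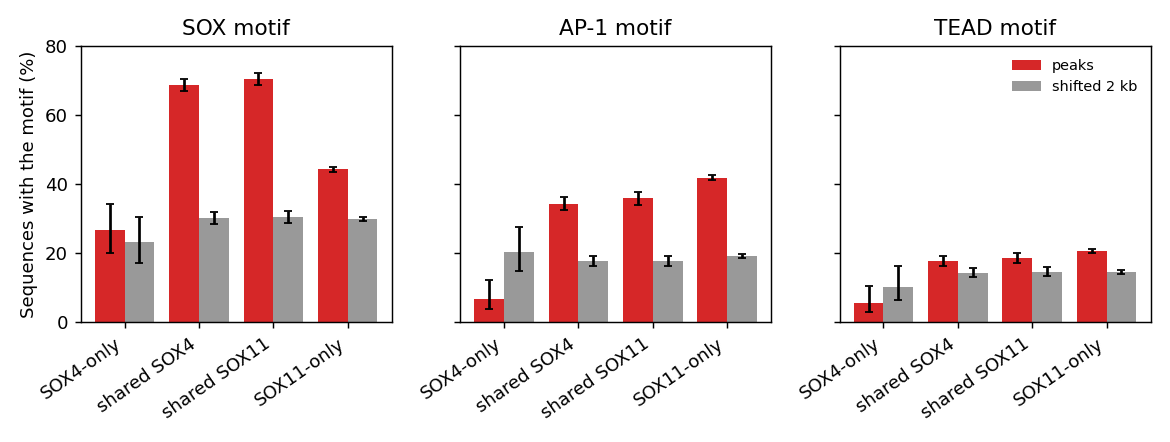
Share of peaks (red) and of sequences shifted 2 kb downstream (grey) with the SOX, AP-1 and TEAD motif, in percent, for SOX4-only peaks, shared peaks of each list and SOX11-only peaks, searched over the width of a SOX11 peak; bars start at 0 and error bars are 95% Wilson intervals. The AP-1 share is 6.80% in the 147 SOX4-only peaks and 41.8% in the SOX11-only peaks.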

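In the 2522 SOX11 peaks that overlap a SOX4 peak, the SOX motif and the AP-1 motif were both found in 26.9%, the SOX motif alone in 43.5%, the AP-1 motif alone in 8.96% and neither in 20.7%. Independent placement of the motifs would put both in 25.2% of these peaks (odds ratio 1.43, p = 0.000133, two-sided Fisher's exact test). The odds ratio was 1.13 (p = 0.261, Fisher's exact test) within 50 bp on each side of the centre, not told apart from 1. It was 0.937 (p = 0.710, Fisher's exact test) with both motifs searched without mismatches, also not told apart from 1. It stayed at 1.34 (p = 0.00689, Fisher's exact test) with the exact cores and at 1.39 (p = 0.0131, Fisher's exact test) with the cores CWTTGT and TGASTCA. The alternatives of this comparison were chosen after seeing the data. In the whole SOX4 list 29.1% of peaks had both motifs, and in the whole SOX11 list 20.0%. The odds ratio of the whole SOX11 list was 1.10 (p = 0.000697, Fisher's exact test). It was reversed to 0.883 (p = 0.000503, Fisher's exact test) within 50 bp on each side of the centre. Without mismatches it was reversed to 0.817 (p = 0.00571, Fisher's exact test), and with the exact cores it rose to 1.33 (p = 1.84e-14, Fisher's exact test). These odds ratios pool promoter and other peaks, which differ in both motifs. The SOX motif was in 31.9% of SOX11 peaks in promoters and 52.0% of the others, the AP-1 motif in 14.4% and 49.2%. Such pooling can by itself give an odds ratio above 1. Association within promoter peaks or within the others was not tested. Around the centres of the overlapping SOX11 peaks, matches to the SOX core CWTTGT were most frequent within 25 bp, with 14.5 per kb, and came to 1.28 per kb between 475 and 500 bp. Matches to the AP-1 core TGASTCA were most frequent between 25 and 50 bp from the centre, with 1.67 per kb, above the 1.12 per kb within 25 bp, and came to 0.222 per kb between 475 and 500 bp. Matches to the TEAD core GGAATG reached 1.04 per kb between 25 and 50 bp and 0.460 per kb between 475 and 500 bp. The TEAD motif, searched as WMAGGAATGY with 1 mismatch, was found in 18.5% of the overlapping SOX11 peaks and 14.6% of their shifted sequences (odds ratio 1.32, p = 0.000273, two-sided Fisher's exact test). In the whole SOX4 list the TEAD share was not told apart from that of the shifted sequences, 21.2% against 19.4% (p = 0.103, adjusted p = 0.103, Fisher's exact test). Of 5 alternatives chosen after seeing the data, 4 told them apart, with p between 5.19e-07 and 0.00283 (Fisher's exact test). In the whole SOX11 list the TEAD share was 20.3% against 14.5% (odds ratio 1.50).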

Analysis of the overlapping SOX4 and SOX11 peaks indeed shows a strong enrichment for SOX4-like motifs flanked by AP-1, with little apparent TEAD motif co-enrichment (Fig. 6g, h).

We sought to validate our ChIP-seq data by evaluating the effect of SOX11 and SOX4 on transcription of a few target genes identified by ChIP-seq using a luciferase reporter assay. We cloned out genomic regions containing the SOX11/4 ChIP-seq peaks of *Tead2*, *Fscn1, Fblim1, Marcksl1*, and *Pxdn* and placed them in either forward or reversed sequence orientation upstream of a luciferase reporter gene. 

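The peak lists give the SOX11 and SOX4 peaks of these genes, but not which stretch was cloned; luciferase activity was not analysed here. For *Tead2* (chromosome 7), the earlier of its 2 SOX11 peaks in the list, from 52471899 to 52472156 in the 5' UTR, overlaps the SOX4 peak from 52471864 to 52472203, and the mm9 sequence around its SOX match, from 52472033 to 52472073, is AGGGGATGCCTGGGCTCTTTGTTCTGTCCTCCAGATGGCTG. For *Fblim1* (chromosome 4), the earliest of 3 SOX11 peaks, from 141155812 to 141156069 in the 5' UTR, overlaps the SOX4 peak from 141155788 to 141156127, and the sequence from 141155919 to 141155959 is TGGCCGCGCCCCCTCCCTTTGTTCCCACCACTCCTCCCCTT. For *Marcksl1* (chromosome 4), the only SOX11 peak, from 129191232 to 129191489 in an intron, overlaps the SOX4 peak from 129191119 to 129191458, and the sequence from 129191407 to 129191447 is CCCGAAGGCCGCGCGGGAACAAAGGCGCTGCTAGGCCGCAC. For *Pxdn* (chromosome 12), the earliest of 3 SOX11 peaks, from 30623273 to 30623530 in an intron, has no SOX4 peak, and the sequence from 30623380 to 30623420 is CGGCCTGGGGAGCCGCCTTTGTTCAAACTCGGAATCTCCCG. For *Fscn1* (chromosome 5), neither list has a peak within 10 kb of the gene. The only SOX11 peak whose nearest transcription start belongs to *Fscn1*, from 143797755 to 143798012, lies in an intron of *Rnf216* and has no SOX match. It is 66.1 kb from the nearest of the annotated starts of *Fscn1* and farther from the outermost.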

Of the five selected targets, SOX11 activates transcription with all five selected enhancer regions placed in either direction (Fig. 6i), while SOX4 activates transcription with only one of the five. The result is not entirely surprising given that SOX4 has been reported to show lower transactivating activity in vitro assays^16^.

We also sought to further validate our ChIP-seq data from SOX11-induced keratinocytes by performing ChIP-qPCR experiment on epidermal cells freshly isolated from 4-day old transgenic pups that have been induced to express SOX11-FLAG for 24 h. The fixed freshly isolated cells required much harsher sonication condition than the one used in our ChIP-seq experiment with keratinocytes to successfully generate 200–900 bp fragments required for optimal ChIP-qPCR. Perhaps due to the harsher sonication condition, which reduces the level of FLAG-epitope SOX1 protein in the lysate (data not shown), results from our ChIP-qPCR analysis of freshly isolated cells did not completely recapitulate our ChIP-seq data. We detected enrichment mostly at regions that show high SOX11 ChIP-seq peaks (higher than 15) such as those found in *Tes, Lfng, S100a10, Smad3*, *Tead2*, and not at sites with smaller peaks such as those found in *Lvl, Sprrd2, Flg2, Fscn1, Lgals1* (Supplementary Fig. 3). Overall, most selected targets with high ChIP-seq peaks were validated by ChIP-qPCR analysis of freshly isolated cells from SOX11-induced pups, with a few exceptions such as one region with small SOX11 ChIP-seq peak in *Fblim1* that was enriched by ChIP-qPCR or one region in *Nf2l2* with a high SOX11 ChIP-seq peak but not enriched by ChIP-qPCR.

To identify the direct targets of SOX11 and/or SOX4 that contribute to the phenotypes of dcKO, we cross-analyzed the E16.5 dcKO transcriptome with the ChIP-seq data. We selected genes affected by the ablation of both *Sox11* and *Sox4* that are bound to SOX11 and/or SOX4. 

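Each peak was given to the protein-coding gene with the nearest transcription start, at any distance. By this rule 10474 of 22380 annotated protein-coding genes, or 46.8%, had a SOX11 or SOX4 peak: 10426 had a SOX11 peak, 2267 a SOX4 peak and 2219 both. Only 48 genes had a SOX4 peak and no SOX11 peak. When only peaks within 10 kb of the nearest start counted, 7884 genes had a peak, the alternative that moved the number most. Expression in the dcKO epidermis was not analysed here.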

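At *Tubb3* on chromosome 8 the SOX11 list has 3 peaks and the SOX4 list has none within 10 kb. The SOX11 peak from 125935213 to 125935470 spans the transcription start region and is number 1690 of its list; those in introns from 125935954 to 125936211 and from 125937897 to 125938154 are numbers 3305 and 3581. At *Tead2* the SOX11 list has peaks number 690 and 2613, both at transcription starts, and the SOX4 list has peak number 1535, which overlaps the former. Since the lists hold no height, the affinity of either factor for these sites cannot be read from them.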

We opted using binding to SOX11 and/or SOX4 instead of binding to both as a criterion, since SOX4-FLAG shows ~4x lower affinity to positive control sites in known target genes *Tead2* and *Tubb3* (Fig. 6b, d), which suggests that SOX4-ChIP-seq data could contain a much higher number of false negative. This cross-comparison analysis identified 487 genes with altered expression in dcKO that are bound to SOX11 and/or SOX4 (Fig. 7a). By comparing these 487 targets to the embryonic signature genes, we found that 166 of 238 (or 70%) of the bound targets that are downregulated in dcKO are highly expressed in embryonic epidermal cells, and 151 of 249 (or 60%) of the bound targets upregulated in dcKO are lowly expressed in embryonic cells. These genes fall into main GO categories related to cytoskeletal organization, cell motility, and epidermal development (Fig. 7b).

**Fig. 7:**
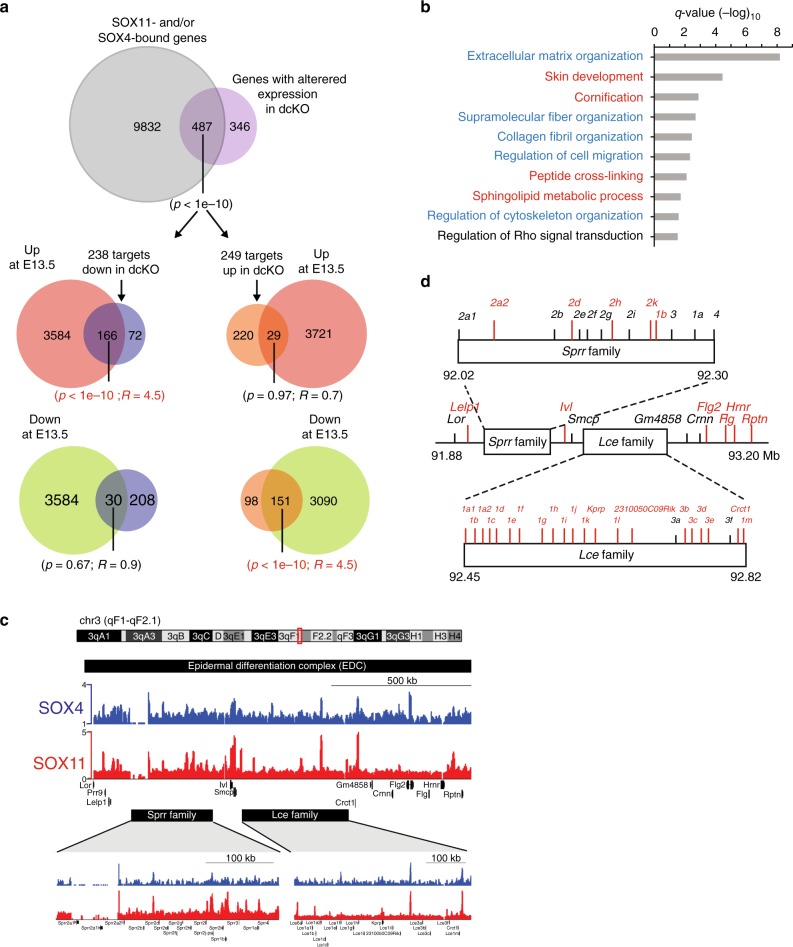
Identification of direct targets of SOX11 and SOX4 in embryonic epidermis. **a** Top Venn diagram shows the overlap of SOX4/11-bound targets (ChIP-seq) and transcripts in dcKO E16.5 epidermis whose expression is changed >1.5-fold (log2-fold change) and FDR < 0.05. The bottom Venn diagrams show the overlap between the SOX11- and SOX4- directly regulated targets and the differentially expressed genes in E13.5 epidermal cells. Statistically significant *p* values and the enrichment level *R* values are highlighted in red. **b** GO enrichment analyses of the 487 direct targets of SOX11 and/or SOX4 in embryonic epidermal progenitors (from Fig. 7a), highlighting categories related to cell cytoskeleton and movement (blue) and epidermal development (red), as determined by Metascape, *q* values < 0.05. **c** SOX11 and SOX4 ChIP-seq tracks displaying shared SOX11- and SOX4-bound genomic regions in the EDC locus. *Sprr* and *Lce* family gene clusters are shown at higher magnification below. **d** Schematic representation of the epidermal differentiation cluster (EDC) on mouse chromosome 3. Late-stage differentiation EDC genes that were highly upregulated in dcKO epidermis at E16.5 are marked in red. They are also listed in Supplementary Table 2. Source data for panel **a** are provided as a Source Data file

Many of the epidermal development related genes increased in dcKO epidermis encode components of the cornified envelope, such as *Filaggrin* (*Flg*) and late cornified envelope (*Lce*) proteins, which form the skin barrier. These genes are located in the epidermal differentiation complex (EDC), a 2 Mb locus on mouse chromosome 3^32,33^. 

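The EDC was taken as the interval of Fig. 7d on chromosome 3, which is 1.32 Mb long and reaches from *Lor* to the start of *Rptn*. It held 23 SOX11 peaks, or 17.4 per Mb, and 1 SOX4 peak. The SOX4 peak, from 92829457 to 92829796, lies between genes, at -6645 bp from the start of *Lce1m*, and overlaps the SOX11 peak from 92829505 to 92829762. The *Sprr* cluster held 5 SOX11 peaks and the *Lce* cluster another 5, and neither held a SOX4 peak. The *Lce* cluster was taken from 92.45 to 92.82 Mb, which leaves out *Lce6a*, *Lce1m* and the SOX4 peak nearest to *Lce1m*. The 2 SOX11 peaks in promoters were those of *Ivl*, from 92377612 to 92377869, and of *Sprr2j-ps*, from 92221248 to 92221505. The AP-1 motif was found in 15 of the SOX11 peaks, the SOX motif in 12 and both in 8. The SOX11 peaks stood between numbers 4334 and 21062 of the list, with a median of 15982. Among 3847 windows of the same length over all chromosomes, the median was 9 SOX11 peaks and 1 SOX4 peak; the EDC stood at percentile 87.2 for SOX11 and at percentile 53.8 for SOX4. With an interval of 2 Mb around the same centre, the counts were 31 SOX11 peaks and 4 SOX4 peaks, and the SOX4 percentile rose to 81.7. The share of SOX11 peaks that overlapped a SOX4 peak, 4.35% in the EDC (interval 0.772 to 21.0%), was not told apart from that elsewhere (p = 0.512, two-sided Fisher's exact test).

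**Figure D2:**
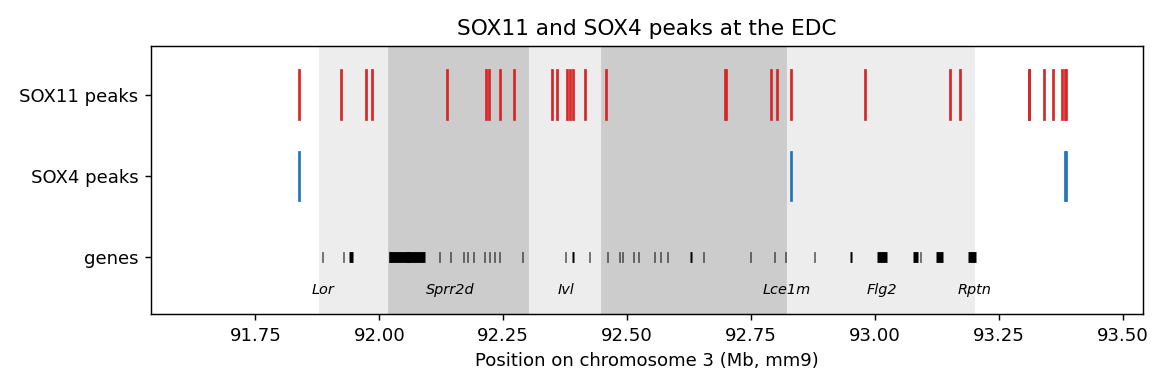
SOX11 peaks (red) and SOX4 peaks (blue) and genes (black) along chromosome 3, in Mb of mm9, over 2 Mb around the EDC; light grey marks the interval of Fig. 7d and dark grey its *Sprr* and *Lce* clusters. The light and dark grey interval holds 23 SOX11 peaks and 1 SOX4 peak.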

Our ChIP-seq data demonstrate that both SOX11 and SOX4 bind to multiple sites in this region (Fig. 7c). The loss of function of both genes in the epidermis at E16.5 results in dramatic upregulation of most EDC genes (Fig. 7d, Supplementary Table 2), likely accounting for the accelerated barrier formation (Fig. 4b).

### Ablation of *Sox11* and *Sox4* impairs epidermal cell migration

Since SOX11 expression is induced upon wounding (Fig. 1f) and loss of function of *Sox11* and *Sox4* affects expression of a significant number of motility related genes (Figs. 5d, 7b), we evaluated the role of SOX11 and SOX4 in epidermal cell migration and wound repair. Using a well established in vitro scratch assay, we found keratinocytes lacking either *Sox11* or *Sox4* migrated at a similar rate to that of wild-type keratinocytes, whereas cells deficient of both genes migrated at a significantly reduced rate (Fig. 8a, b). Moreover, introduction of either *Sox11* or *Sox4* into these double null cells improved their migratory capacity (Fig. 8c), demonstrating that SOX11 and SOX4 play a vital role in keratinocyte migration.

**Fig. 8:**
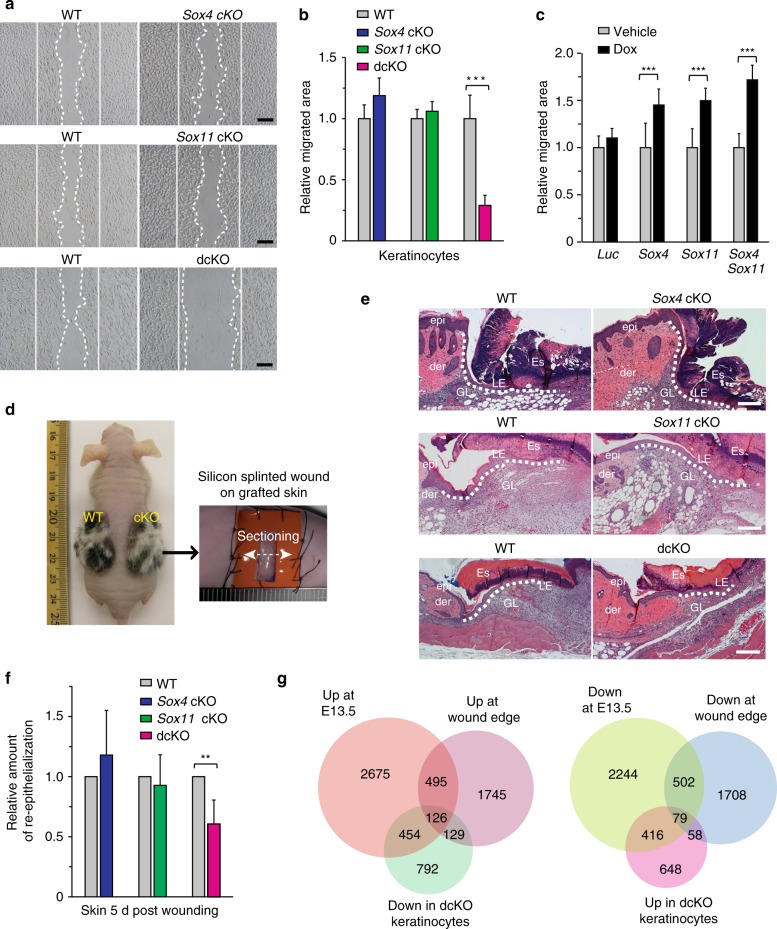
Deficiency of *Sox11* and *Sox4* reduces cell migration and re-epithelialization. **a** Representative images of keratinocytes at the end point of the migration assay using primary keratinocytes from WT or cKO newborns. *n* = 3 biological replicates. **b** Graph quantifying relative areas the cells migrated normalized over control. Data are the mean ± SD. *n* = 3 biological replicates, with 16–24 fields quantified per replicate. ***p < 0.001 (Student’s two-tailed *t*-test). **c** Effect of *Sox11* and *Sox4* on migration of cells lacking both genes. dcKO keratinocytes were transduced to express luciferase (*Luc*, control), *Sox11*, *Sox4*, *or both Sox11 and Sox4*. Graph quantifying the relative areas the Dox-treated cells migrated normalized over vehicle controls. *n* = 2 biological replicates, with 12–20 fields quantified per replicate. Data are the mean ± SD. ***p < 0.001 (Student’s two-tailed *t*-test). **d** Images of a nude mouse with grafted skins and the splinted wound healing model. WT and cKO neonatal dorsal skins were grafted onto *Nude* mice pairwise, and splinted wound was created ten weeks post grafting (4 × 10 mm). **e** Representative images of epidermal tongues five days post wounding in skin of indicated genotypes. **f** Graph quantifying the amount of re-epithelialization in cKO skin relative to littermate wild type controls. Data are the mean ± SD. *n* = 4 *Sox4* cKO-control pairs, 6 *Sox11* cKO-control pairs, and 6 dcKO-control pairs. **p < 0.01 (Student’s two-tailed *t*-test). **g** Venn diagram (left) shows the overlapping of genes upregulated in epidermal cells at E13.5 and adult wounded edge^4^, and downregulated in dcKO keratinocytes. The right diagram shows the overlapping of genes downregulated at the wound edge and at E13.5, and upregulated in dcKO keratinocytes. Epi, epidermis; Der, dermis; Es, eschar; LE, leading edge; GL, granulation layer; der, dermis. Scale bars, 100 µm (**a**), 200 µm (**e**). Source data for panels **b**, **c**, **f**, and **g** are provided as a Source Data file

We next employed the splinted wound-healing model, which minimizes the effect of contraction, in order to focus on the in vivo cell migration/re-epithelialization process of wound healing^34^. Since double null pups die neonatally, we grafted newborn skin from dcKO, single cKO, and wild type littermates onto immunodeficient mice, and created a 4 × 10 mm splinted full-thickness wound on the grafted skin 8 weeks post grafting (Fig. 8d). By examining microscopic images of the H&E stained skin sections isolated from the wound area 5 days post wounding, we found significantly less re-epithelialization in dcKO skin and little change in the single cKO (Fig. 8e, f).

To identify SOX11- and SOX4-regulated genes responsible for defective cell migration in dcKO keratinocytes, we conducted transcriptomic analysis on primary keratinocytes lacking *Sox11*, *Sox4*, or both (Supplementary Fig. 4a). Ablation of both *Sox4* and *Sox11* altered the expression of many genes not affected by the ablation of either gene alone (Supplementary Fig. 4b). Since only dcKO keratinocytes show impaired migration, we focused on the genes solely changed in dcKO. As many embryonically expressed genes reactivated in response to wounding are particularly enriched in GO categories related to cytoskeletal/ECM organization and cell migration (Fig. 1d), we overlaid the genes in these categories differentially expressed in embryonic and wounded epidermis and found a statistically significant overlap (Supplementary Fig. 4c). We found that 267 out of 895 genes in this group upregulated at the wound edge were genes expressed at higher level at E13.5 versus P4 (*p* = 2.3e-10, *R* > 1). Conversely, 228 out of 886 genes in this group downregulated at the wound edge were downregulated at E13.5 (*p* < 1e-10, *R* > 1), while no significant overlap was seen between the motility related genes upregulated at the wound edge and genes downregulated at E13.5 and vice versa (*p* > 0.05, *R* ≤ 1 for both). This reveals that a significant number of embryonic cytoskeletal components are redeployed in adult epidermal cells at the wound edge.

Since SOX11 and SOX4 regulate genes involved in cytoskeletal/ECM organization and cell migration in embryonic epidermis (Figs. 5d, 7b), we wished to identify embryonic signature genes regulated by SOX11 and SOX4 that are induced by wounding and contribute to cell migration. By overlaying the genes that were differentially expressed in dcKO keratinocytes with the wound edge epidermal signature genes and E13.5 epidermal signature genes (Fig. 8g), we saw 126 out of the 621 embryonic genes induced at the wound edge that were positively regulated by SOX11 and SOX4 (downregulated in dcKO keratinocytes), and 79 genes downregulated at E13.5 and in the wounded epidermis were negatively regulated by SOX11 and SOX4 (upregulated in dcKO keratinocytes).

To specify how many of these 126 and 79 genes are directly regulated by SOX11 and SOX4 during development as well, we further compared these genes to genes differentially expressed in dcKO E16.5 epidermis and bound to SOX11 and/or SOX4. From this stringent analysis, we identified 25 genes positively regulated and four negatively regulated genes by SOX11 and SOX4 that are directly bound to SOX11 and/or SOX4. 

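All 29 genes of Table 1 were found in the annotation, and each had at least 1 SOX11 peak whose nearest transcription start was its own. A SOX4 peak was assigned to 9 of them, 7 of the 25 positively regulated genes and 2 of the 4 negatively regulated ones. The median number of assigned SOX11 peaks was 1 for the positively regulated genes and 5 for the negatively regulated ones, with a maximum of 15 at *Camta1*. Within 10 kb of the gene, 28 had a SOX11 peak; the exception was *Fscn1*. The SOX11 peak in an intron of *Snn* on chromosome 16, from 11066520 to 11066777, was the earliest of Table 1 in the list, at number 79, and overlaps a SOX4 peak. The paper selected these genes by changes in expression and by SOX11 and/or SOX4 binding in the same ChIP-seq experiment. A peak assigned to each gene thus follows from that selection and is not separate evidence of binding. The changes in expression were not analysed here.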

Close to half of the genes positively regulated are implicated in cytoskeletal organization and cell migration (Table 1, Supplementary Table 3). Among the positively regulated genes that are direct targets of SOX11 and/or SOX4, *Fscn1*, *Fblim1*, *Lgals1*, and *Tmsb10* have been documented to be induced in the migrating keratinocytes at the leading edge of wounded murine tail epidermis^35^.

### SOX11 and SOX4 induce cell migration partially through *Fscn1*

Amongst the direct target genes of SOX11 and/or SOX4, we chose to focus on *Fblim1* and *Fscn1*, which are implicated in cytoskeletal/ECM re-organization. FBLIM1, also known as migfilin, is an adaptor protein localized at focal adhesion sites that is implicated in actin cytoskeleton organization and cell adhesion^36^. *Fascin1* encodes an F-actin bundler that assembles F-actin into parallel bundles, facilitating the formation of actin-based cellular protrusions and cell migration^37^.

We found FBLIM1 highly localized at focal adhesions in wild type primary keratinocytes but undetectable in dcKO cells (Supplementary Fig. 5a). Consistent with the microarray result, real-time PCR analysis confirmed that deficiency of both *Sox11* and *Sox4*, but not either of the genes alone, causes a dramatic reduction of *Fblim1* expression level in embryonic epidermis and primary keratinocytes (Supplementary Fig. 5b). Although we could not validate its expression in skin due to the lack of commercially available FBLIM1 antibodies that function in skin tissue, we proceeded to use CRISPR/Cas9 to ablate *Fblim1* in primary keratinocytes to determine its role in migration (Supplementary Fig. 5c, 6b). However, we found that the ablation of *Fblim1* has no impact on cell migration (Supplementary Fig. 5d).

We next examined the other potential candidate, *Fscn1*, in skin. We saw FSCN1 abundantly expressed in the embryonic epidermis, drastically reduced at E17.5 and undetectable by birth (Fig. 9a), mirroring the expression of SOX11. FSCN1 expression was drastically reduced in embryonic epidermis lacking both *Sox11* and *Sox4*, but unchanged in single cKO epidermis (Fig. 9b, Supplementary Fig. 5e). Conversely, its expression was induced in SOX11 overexpressing skin (Fig. 9c). Real-time PCR analysis of E16.5 epidermis and cultured keratinocytes further confirmed that expression of *Fscn1* mRNA level is dependent on both SOX11 and SOX4 (Fig. 9d). Consistent with the mRNA expression level, protein level of FSCN1 was drastically reduced in dcKO keratinocytes, but unchanged in single cKO cells (Fig. 9e).

**Fig. 9:**
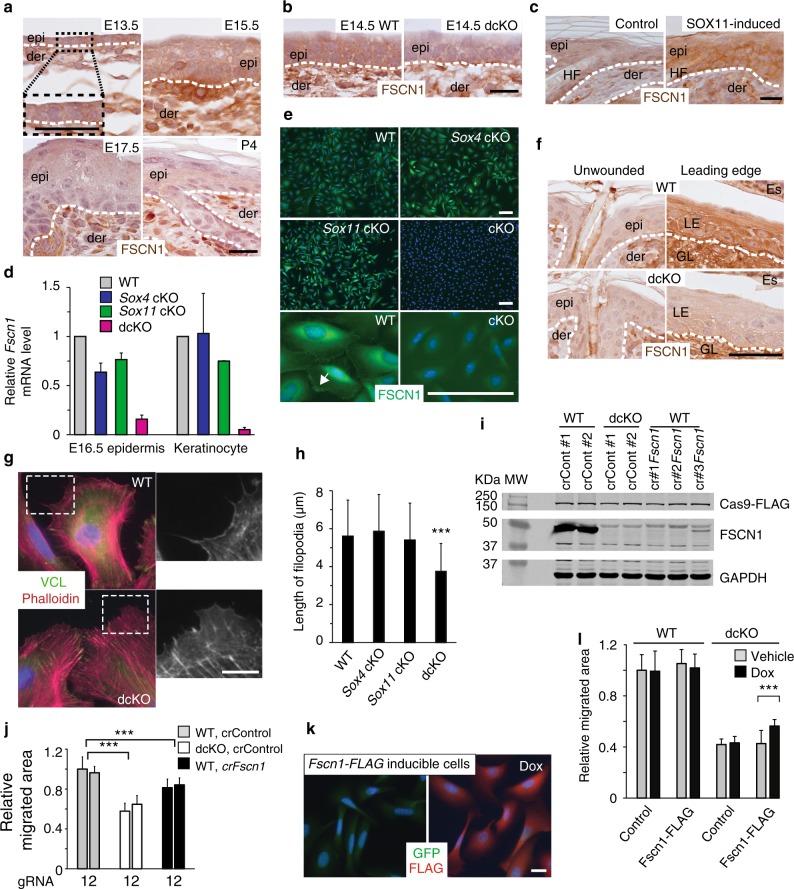
*Fscn1* is regulated by SOX11 and SOX4 during development and wounding (**a, b**) Immunohistochemical analysis of FSCN1 expression in WT skin during development (**a**), in dcKO skin at E14.5 (**b**) and skin with FLAG-SOX11 induced since birth at P5 (**c**). **d** RT-qPCR analysis of *Fscn1* expression in E16.5 epidermis and primary keratinocytes with the indicated genotypes. Data are the mean ± SD. *n* *=* 3 biological replicates. **e** Immunofluorescence analysis of FSCN1 expression in keratinocytes of specified genotypes, with FSCN1 localized at cell edges (arrowed). **f** Immunohistochemical analysis of FSCN1 expression in WT and dcKO skin 5 days post wounding. **g** Immunofluorescence analysis of filopodia with anti-VCL (vinculin) and iFluor 647-conjugated phalloidin (to detect actin filaments). **h** Graph quantifying the filopodia length in keratinocytes. Data are the mean ± SD. *n* *=* 80 (WT), 63 (*Sox4* cKO), 83 (*Sox11* cKO), or 88 (dcKO). ***p < 0.001 (Student’s two-tailed *t*-test). **i** Western analysis of WT or dcKO keratinocytes expressing FLAG-tagged CRISPR/Cas9 and control gRNAs or gRNAs targeting *Fscn1*. The representative blots from two independent experiments. **j** Graph quantifying relative areas the cells migrated normalized over the controls (WT cells expressing control gRNAs). *n* *=* 3 biological replicates, with 12–18 fields quantified per replicate. Data are the mean ± SD. ***p < 0.001 (Student’s two-tailed *t*-test). **k** Immunofluorescence analysis of FLAG-FSCN1 expression in FACS-isolated GFP + cells from keratinocytes that were transduced to express GFP with tet-inducible FLAG-FSCN1 and with or without 24 h Dox treatment. **l** WT or dcKO keratinocytes were transduced to express GFP alone or GFP with FLAG-FSCN1. Graph quantifying relative areas the cells migrated normalized over the control (WT cells with empty vector without Dox). *n* = 3 independent experiments with 12–18 fields quantified per replicate. Data are the mean ± SD. ***p < 0.001 (Student’s two-tailed *t*-test). Epi epidermis, der dermis, HF hair follicles, Es eschar; LE leading edge, GL granulation layer. Scale bars, 20 µm (**a**–**c**, **k**), 100 µm (**e**), 50 µm (**f**), 10 µm (**g**). Images are representative of 2 (**e, k**) or 3 (**a**–**c** and **f**) biological replicates. Source data for panels **d**, **h**–**j** and **l** are provided as a Source Data file

Moreover, like SOX11, FSCN1 is undetectable in postnatal skin but is strongly induced at the wound leading edge (Fig. 9f). Furthermore, FSCN1 was not induced at the wound edge in skin deficient of both *Sox4* and *Sox11* (Fig. 9f, Supplementary Fig. 5f), affirming that FSCN1 expression is under the control of both SOX11 and SOX4. Since FSCN1 functions as a key specific actin cross-linker, which is important for filopodial protrusion and cell migration^37,38^, we immunostained WT and dcKO cells with antibodies against VCL (vinculin) and phalloidin to visualize their filopodia. We found dcKO cells contain shortened filopodia, as confirmed by quantification (Fig. 9g, h).

To determine whether the abrogation of *Fscn1* is a contributing factor to the reduced migration rate of dcKO cells, we examined migration of cells whose *Fscn1* is ablated by CRISPR/Cas9 editing (Fig. 9i, Supplementary Fig. 6c). We found that *Fscn1*-ablated cells migrated less than the wild type cells albeit better than cells lacking both *Sox11* and *Sox4* (Fig. 9j). We also saw that ectopic induction of *Fscn1* improved the migration of dcKO cells but did not completely rescue their defect (Fig. 9k, l). These results strongly indicate that *Fscn1* is a downstream effector of SOX11 and SOX4 required for effective cell migration, and also suggest that SOX11 and SOX4 affect cell migration through the regulation of additional direct target genes, which remain to be investigated.

## Discussion

In summary, our discovery that adult epidermal cells at the wound edge are converted to express an embryonic gene program suggests that the induction of an embryonic program is critical for wound repair. We show that the wound-induced reactivation of an embryonic program is driven by SOX11 and SOX4 and that the re-epithelialization step of wound repair requires both SOX11 and SOX4.

While the role of SOX11 in skin was previously unknown, the role of SOX4 in skin has been studied with a *Sox4* knock-in line, where the original *Sox4* locus was replaced with a KI construct flanked with *loxP* sites that contains the *Sox4* cDNA with an IRES-GFP-luciferase^22^. However, these KI mice show a 10-fold decrease in *Sox4* mRNA expression in all tissues and have reduced body weight and size even in the absence of any cre-recombinase. Therefore, the observed phenotype of delayed hair regrowth and wound healing, and high resistance to tumor formation could not be definitively attributed to epidermal deficiency of *Sox4*, leaving the role of *Sox4* in skin unresolved.

Reactivating SOX11 expression enforces an embryonic state and induces embryonic signature genes and loss of both *Sox11* and *Sox4* and not of either gene alone leads to premature differentiation and impaired migration and re-epithelialization. Consistent with their implicated role in repressing differentiation, SOX11 and SOX4 significantly alters expression of embryonic signature genes and downregulate target genes that encode epidermal differentiation regulators and cornified envelope precursors in the EDC cluster. Deficiency of both *Sox11* and *Sox4* but not either gene alone upregulates expression of most of EDC genes (32 out of 43), which likely accounts for the accelerated epidermal differentiation observed in E16.5 dcKO embryos. The genes in the EDC cluster are under control of multiple activators and repressors^39–42^. Repressive factors block the activity of this locus in embryonic progenitors and basal layer cells while the activators regulate concomitant EDC gene expression during skin barrier formation. Unlike other master transcriptional activators of terminal differentiation that are expressed suprabasally, AP-1 is expressed in progenitor and basal cells where its function is impeded by the Polycomb repressor complex containing EZH2^40,43^. AP-1 can regulate the dynamic chromatin architecture of EDC by modulating the conserved human 923-centric EDC chromatin domain (or enhancer)^44^, which can physically interact with EDC gene promoters, thus coordinating the concomitant expression of the long cluster of genes. Whether SOX11 and SOX4 exert their function in a long-range manner in this locus remains to be determined. 

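Outside promoters, 49.2% of 16319 SOX11 peaks (interval 48.5 to 50.0%) had the AP-1 motif, against 19.2% of their sequences shifted 2 kb downstream. In promoters it was found in 14.4% of 4951 SOX11 peaks (interval 13.4 to 15.4%), below the 18.2% of their shifted sequences (p = 3.49e-07, two-sided Fisher's exact test). The odds ratio between SOX11 peaks outside and inside promoters was 5.78, with a p too small to be represented. For SOX4, the shares were 44.7% of 2086 peaks outside promoters and 13.0% of 583 peaks inside them, an odds ratio of 5.40 (p = 1.99e-49, two-sided Fisher's exact test), with 23.6% and 21.1% of the shifted sequences. Peaks outside promoters were not tested for marks of enhancers, and the shifted sequences were not matched for GC content.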

Interestingly, our ChIP-seq data show that both SOX11 and SOX4 peaks are localized preferentially in enhancers enriched for the AP-1 binding motif. Since EDC genes are activated by the transcriptional activator AP-1^43,44^ and repressed by SOX4 and SOX11, it is possible that in early development, SOX11 and SOX4 antagonize the recruitment of AP-1 to the EDC genes and/or abrogate AP-1’s activity through a direct interaction with the DNA-binding domain of AP-1^45^, preventing EDC gene expression at that stage.

In addition to regulating the differentiation of epidermal cells, SOX11 and SOX4 also control migration, in line with their reported role in migration in mesenchymal stem cells, neuronal cells, and a variety of cancer cells^10,46–49^. Indeed, our transcriptomic data show that genes regulated by SOX11 and SOX4 in both embryonic and wounded epidermis are highly enriched in the GO categories related to cytoskeletal/ECM organization and cell motility.

Amongst the embryonic genes induced at the wound edge, we identified *Fscn1* as a critical direct target of SOX11 and SOX4 regulating cell migration. In human, FSCN1 is low or negative in normal adult epithelia but abundant in embryonic stages, and upregulated in metastatic carcinoma^50^. FSCN1 functions as the primary actin cross-linker in filopodia and promotes cell migration and invasion^37,38,51,52^. Our work shows that FSCN1 expression is controlled by SOX11 and SOX4 during both development and wound repair.

**Table 1:** . Embryonic and wounded epidermis signature genes that are directly regulated by SOX11 and SOX4

Genes upregulated in epidermal cells at E13.5 and at wound edge that directly regulated by SOX11 and SOX4 in both E16.5 epidermis and keratinocytes
***Arhgef2*** *,* ***Etv4*** *,* ***Evl*** *,* ***Farp1*** *,* ***Fblim1*** *,* ***Fscn1*** *,Gm1673, Gng2,* ***Klhl22*** *,* ***Lgals1*** *, Limd2, Marcksl1, Pcolce,* ***Pxdn*** *, Rcor2,* ***Ror2*** *, Sccpdh,* ***Serpinf1*** *, Slc4A7, Snn, Tmcc2, TMEFF1,* ***Tmsb10*** *, Twist2,* ***Vcan***
Genes downregulated in epidermal cells at E13.5 and at wound edge that are directly regulated by SOX11 and SOX4 in both E16.5 epidermis and keratinocytes
*Camta1, Chit1,* ***Rasgrp1*** *, Slco3a1*

The table lists the genes found in both embryonic and wounded epidermis signature genes that are directly regulated by SOX11 and SOX4 in both keratinocytes and embryonic E16.5 epidermis. Genes related with cytoskeletal organization and motility are in bold font.

Since ablation of *Fscn1* does not fully recapitulate the migration defect of the *Sox11*- and *Sox4*-double knockout keratinocytes and its induction does not fully rescue the dcKO cells, our findings strongly suggest SOX11 and SOX4 regulate migration through additional targets. Indeed in addition to *Fscn1*, our transcriptomic and ChIP-seq studies uncovered a number of SOX11- and SOX4 directly regulated genes implicated in cell adhesion/motility. Similarly to *Fscn1*, these genes are highly expressed in the embryonic stage and are upregulated at wound boundaries, suggesting a role in wound repair. The functional significance of these genes in cell migration and wound repair remains to be investigated.

Regulation of wound healing has been investigated in several developmental models across taxa, including embryos of *Drosophila*, *C. elegans*, chicken and mice. These studies showed that the embryonic epithelium uses almost the same cytoskeletal machineries during embryonic morphogenesis and wound repair^53,54^. Moreover, these molecular machineries are subjected to similar regulatory mechanisms during embryonic development and wound repair. In *Drosophila, grainy head* (*grh*, or *Grhl3* in mammals) and AP-1 function as major transcriptional regulators in epidermal development and wound repair. In mice, both are essential for skin morphogenesis and eyelid closure during development as well as wound repair^55–58^. GRHL3 and AP-1 regulate epidermal differentiation during morphogenesis and also facilitate cytoskeleton reorganization during the re-epithelialization step of wound repair. Analogously, SOX11 and SOX4 play dual roles in both epidermal development and wound re-epithelialization by targeting genes involved in epidermal differentiation and cell organization/movement.

We should note that our study focused only on the re-epithelialization process, a crucial phase of the regeneration of the stratified epidermis, which takes place during first 3-10 days after wounding in our wound model. In cases when a large wound is created, new hair follicles are generated in the healing wound after 2 weeks, with the reactivation of many molecular components of embryonic follicle development during this regeneration process^59^. As we did not create large wounds nor follow the wound repair longer than 2 weeks, our experiments did not evaluate role of SOX11 and SOX4 in the regeneration of hair follicles after wounding. However, we suspect that they do not play an important role in this process, given that grafted skin deficient of *Sox11* and *Sox4* were competent to grow a full coat of hair. We postulate that the regeneration of the stratified epidermis and hair follicles after wounding requires different sets of genes, and that SOX11 and SOX4 are crucial for the regeneration of the stratified epidermis but not hair follicles following injury.

It remains to be determined whether SOX11 and SOX4 contribute to an altered chromatin state of cells at the wound edge and whether that is the mechanism underlying their induction of embryonic genes during wound repair. Moreover, how wounding triggers the induction of SOX11 in adult epidermis remains to be investigated. As our transcriptomic analysis clearly shows that epidermal morphogenesis and wound repair share many parallel molecular programs, we anticipate future studies will uncover that the induction of an embryonic program during tissue repair is a conserved phenomenon across multiple tissues.

## Methods

### Mice

To generate conditional knockout mice, we intercrossed *Sox4*^fl/fl^,*Sox11*^fl/fl^*;Sox12*^−/−^ mice (129SvEx:C57BL/6 mixed background)^17,60^ to *Krt14-Cre* mice (FVB/N)^61^. We bred the heterozygous *Krt14-Cre*;*Sox4*^fl/fl^*;Sox11*^fl/+^*;* or *Krt14-cre*;*Sox4*^fl/+^*;Sox11*^fl/fl^ mice to homozygous *Sox4*^fl/fl^*;Sox11*^fl/fl^ mice to generate dcKO. Tet-inducible FLAG-epitope tagged *Sox11* transgenic mice were generated by crossing *Krt14*-rtTA (FVB/N)^23^ with *TRE-Sox11* (FVB/N). The *Xho*I and *Drd*I fragment of *pTRE-Sox11* was microinjected into pronuclei of FVB/N embryos to generate the *TRE-Sox11* transgenic line. *Krt14-H2BGFP* transgenic mice (FVB/N) were obtained from the Fuchs Laboratory. Genotyping was confirmed by PCR with primers listed in Supplementary Table 4 or as reported^19,23^

For Dox-induction of *Sox11* transgene for less than 3 days, Dox (100ug; Sigma) were administered by i.p. injections. For induction beyond 3 days, mice were fed with doxycycline containing chow (625 mg/kg; Envigo). To induce SOX11-FLAG in grafted skin, dorsal skins from *K14-rtTA* (control) and *K14-rtTA*/*TRE-Sox11-FLAG* newborns were grafted in pair onto *Nude* mice, which were put on a diet containing Dox from post-grafting day 10 to day 28. For BrdU incorporation analysis in embryos, BrdU (50 µg/g of mouse; Sigma) was administered to pregnant mice by peritoneal injection and were sacrificed 4 h post injection.

Mice from both genders were used in experiments. All mice were maintained in the AALAC-accredited animal facility at Baylor College of Medicine and were used according to our protocol (AN-4907) approved by the Baylor College of Medicine institutional care and use committee.

### Barrier permeability and X-gal exclusion assay

Mice were time-mated within a 10 h mating window and the mid-point of the mating window designated gestational age zero. X-gal exclusion assays were performed on embryos. Immediately after tails were snipped for genotyping, embryos were immersed in a low-pH X-gal substrate solution (1.3 mM MgCl_2_, 3 mM K_3_Fe(CN)_6_, 3 mM K_4_Fe(CN)_6_, 1 mg/ml X-gal, 0.01% sodium deoxycholate, 0.02% NP-40, in 0.1 M citric acid/0.2 mM Na_2_HPO_4_, pH 4.5) at 32 °C for several hours to overnight until color develops. Tails were snipped to serve as a positive control for staining. At low pH abundant β-galactosidase in the skin cleaves X-gal, forming a blue precipitate in skin that are permeable to X-gal. The substrate can penetrate into skin until the epidermis has complete barrier function. After staining, embryos were embedded in agarose and photographed using a Zeiss SteREO Discovery.V8 microscope with transmitted and surface illumination.

### Skin grafting and splint wound healing assay

The conditional double knockout mice (dcKO: *Krt14-Cre;Sox11*^fl/fl^;*Sox4*^fl/fl^;) could survive up to 12-16 h on the first postnatal day. The skin from sex-matched neonates was obtained shortly after the mice were born, and grafted pairwise onto the backs of nude mice (Taconic) after their genotypes were identified. After 6–8 weeks, skin grafts were subjected to splint full-thickness excisional wound healing assay with some modifications. After the nude mouse was anesthetized, the hair on the grafted skin was removed with clippers and then with depilatory cream. A mold was used to outline a 4 × 10-mm rectangular pattern for the wound where a full-thickness wound was then excised using an Iris scissor. A sterile silicon splint with a 6 × 12-mm hole was fixed to the skin around the wound with Krazy glue (Elmer’s Inc.), and secured with interrupted sutures. The wounds were then dressed with self-adhesive elastic bandage. The skin-grafted mice were continuously checked for the intactness of the splints and the dressing.

To analyze re-epithelialization, the wounded skin was excised, bisected at the middle of the wound, and fixed in 10% formalin. The paraffin-embedded wound samples were sectioned (5-μm thickness) and stained with hematoxylin and eosin (H&E). Re-epithelialization was measured as the length of the extending epidermal tongue (EET) in micrometers.

### Primary keratinocyte isolation and culturing

Primary keratinocytes were isolated through dispase and trypsin cell dissociation method^62^. Backskin from newborn pups were floated on PBS with dispase I (1 U/ml; Roche) at 4 °C overnight, allowing the epidermis to be peeled from the dermis the following day. The epidermis then were incubated in 0.05% trypsin for 5 min, neutralized with media containing FBS, and then pipetted up and down for 1 min, prior to being put through a 40 µ cell strainer. Keratinocytes were plated on J2 fibroblasts which were pretreated with Mitomycin C (8 µg/ml for 2 h). Cultured in E media with 15% serum 0.3 mM calcium, all keratinocytes were grown on feeder cells for three passages and off feeder cells at least two passages prior to being used in experiments.

### In vitro cell migration assay

Confluent keratinocytes in 6-well plates were starved in serum-free basal medium with or without doxycycline for 22 h, followed by treatment with 10 µg/ml Mitomycin C for 2 h. After a scratch is made with a pipet tip across the center of the well, cells were washed three times with PBS to remove Mitomycin C and cell debris, and then were refed with serum-containing complete medium with or without doxycycline. Marks adjacent to the scratch were made as a reference for camera positioning. Cell migration was stopped 14–16 h later by fixing with 4% PFA. Photographs were taken at the initial and final time points using a phase-contrast microscope (Axiovert 40; Zeiss, Germany). By comparing the images from initial to final time points, the area filled by migrating cells was quantified with the ImageJ analysis software (http://rsb.info.nih.gov/ij/). Each experiment was done in replicates with at least two biological replicates and repeated at least twice. Values represent the mean ± SD of migrated area beyond the edges of the scratch.

### Epidermal cell isolation and FACS-purification

Skins from *Krt14-H2BGFP* embryos at E13.5 were incubated in trypsin for 5 min at 37 °C, neutralized in media containing FBS, prior to being pipetted up/down 3–5 times and put through a 40 µ cell strainer. Dorsal skins from 4-day old pups (P4) were incubated with dispase I (1 U/ml) at 37 °C for 40–60 min and epidermal cells were isolated by the trypsin method as described above. Dissociated cells were subjected to fluorescence-activated cell sorting (FACS), where cells were gated for single events and viability and sorted based on GFP fluorescence, yielding epidermal basal cells.

To isolate SOX11-induced epidermal cells, gender matched pairs of *Krt14-rtTA* and *K14-rtTA*;*TRE-Sox11* pups at P4 were injected with doxycycline for 12 h. Their dorsal skin was incubated with dispase I (1 U/ml) at 37 °C for 40–50 min to allow the separation of the epidermis from the dermis. The isolated epidermal sheets were promptly saved in TRIzol.

To obtain early E16.5 embryos, mice were time-mated within an 8 h mating window and the mid-point of the mating window designated gestational age zero. After the embryos were collected, the dorsal skin was incubated in dispase I (0.75 U/ml) at 37 °C for 30–40 min before the epidermis was peeled from the skin. To facilitate splitting the epidermis and preserve RNAs, skin was pretreated with RNALater. All the samples was stored in TRIzol in −80 °C prior to RNA extraction. The epidermal tissues were homogenized with beads (Precellys, Bertin Technologies) in 1-ml ice-cold TRIzol.

### Microarray sample preparation and analysis

The quality of the total RNA samples was validated with the use of an Agilent 2100 Bioanalyzer, with the RNA integrity number (RIN) at 8 as the minimum acceptable value. The Genomic and RNA Profiling Core at Baylor College of Medicine followed the Agilent Two-Color Expression-Low Input Quick Amp protocol to process the samples as follows: 25 ng of total RNA from two biological replicates of each genotype, combined with RNA spike mix, were reverse transcribed using a T7 Primer Mix to produce cDNA. The cDNA product was transcribed using T7 RNA Polymerase, producing cyanine-3- and cyanine-5-labeled cRNA. The labeled cRNA was purified using a Qiagen RNeasy Mini Kit. A color swap was carried out to minimize dye specific effects. Purified products were quantified using the NanoDrop spectrophotometer for yield and dye incorporation, and tested for integrity on the Agilent Bioanalyzer. 300 ng of each labeled cRNA were fragmented. Approximately 480-ng total of each fragmented cRNA sample pair were loaded onto each of the Mouse G3 8 × 60K Expression arrays. The arrays were hybridized in an Agilent Hybridization Chamber for 17 h at 65 C with rotation at 10 rpm, and then washed using the Agilent Expression Wash Buffers One and Two, followed by acetonitrile. Once dry, the slides were scanned with the Agilent Scanner (G2565BA) using Scanner Version C and Scan Control software version A.8.5.1. Data extraction and quality assessment of the microarray data was completed using the Agilent Feature Extraction Software Version 11.0.1.1.

The Bioconductor package limma was used to analyze the microarray data. Briefly, the data were background corrected by the ‘normexp’ method with an offset of 16 added to the intensities. For each array, the R and G signal intensities were normalized by the loess method, which generated normalized M-values (log2(R/G)) for each pair of samples. Principle component analysis was performed to check the color effect of cys5 and cys3 and the potential color effect was removed by using the “Combat” method. Moderated *t*-statistics were used to test if genes were differentially expressed between the groups of interest and Benjamini–Hochberg method was used to estimate false discovery rate (FDR). Probes with log2 fold change > 1.5 and FDR < 0.05 were considered differentially expressed.

Gene set enrichment analysis (GSEA) was carried out with 1000 permutations and other standard settings in the Broad institute GSEA software (http://software.broadinstitute.org/gsea/index.jsp). The embryonic epidermal signature gene set represents genes that are upregulated > 1.5 log2-fold change in E13 embryonic progenitors relative to the P4 epidermal basal cells (*n* *=* 2, FDR < 0.05).

### Constructs

All PCRs were conducted using PrimeSTAR GXL DNA Polymerase (Clontech). To express of the intronless mouse *Sox4* and *Sox11* genes, their full-length ORFs were cloned out from mouse embryonic stem cell genomic DNA. The PCR products were digested and ligated to pcDNA3.1 with 3× FLAG at the C-terminal. The 3× FLAG-tagged *Sox4* or *Sox11* in pcDNA3.1 vector was subcloned into *Eco*RI digested, blunted pENTR 1 A (Life Technologies) after *Eco*RV/*Pme*I digestion. To create myc-tagged *Sox4*, the *Sox4* ORF was PCR-amplified from its pcDNA3.1 vector with the addition of the *Hind*III and *Eco*RV sites with primers, and then ligated into pENTR 1 A with 3× myc at the C-terminal. *Fscn1* ORF was cloned from the first-strand cDNA from the mouse whole-brain tissue at E14.5.The pENTR-*LUC* (w158-1) was a gift from Eric Campeau (Addgene plasmid # 17473). To generate tet-inducible lentivirus constructs, the Gateway entry vectors were recombined into pINDUCER21 or pINDUCER20 vector using LR Clonase II (Life Technologies) according to the manufacturer’s instructions.

Single guide RNA (sgRNA) target sequences were designed using the Benchling online tool (www.benchling.com) as 20-nt sequences preceding an NGG PAM in the genome (GRCm38). The oligo pairs were annealed and ligated into the *Bsm*BI-digested lentiCRISPR v2 vector^63^ (Addgene plasmid # 52961).

*pTRE-Sox11* was engineered as follows: the *β*-globin intron was subcloned from the *Krt14* cassette vector^23^ into the *Sac*II site of *pTRE2* (Clontech) to form the vector *pTRE2I*. The *Sox11-3 × Flag* ORF from the *pcDNA3.1-Sox11-3* × *FLAG* expression vector was digested with *Xho*I and *Pme*I, then ligated into the *Sal*I/*Eco*RV-digested *pTRE2I*. pSUPER.retro vectors with shRNAs targeting *Fscn1* or *LacZ* (control) were a gift from Dr. Shengyu Yang from Penn State University^64^.

To make reporter constructs, the SV40 promoter between *Bgl*II and *Hind*III in pGL3-promoter plasmid (Promega) was replaced with the TATA box, forming the pGL3-TATA vector. The enhancer or promoter fragments were amplified from mouse embryonic stem cell genomic DNA and ligated to the *Xho*I (*Sal*I compatible), *Bgl*II (*BamH*I compatible), or *Xho*I/*Hind*III sites following digestion.

All plasmids were verified by restriction digestion and sequencing before use. All cloning primers are listed in Supplementary Table 3.

### Lentiviral production and transduction

Lentiviral particles were generated in 293 T cells cultured in IMDM containing 10% FBS, 2 mM Supplementary l-glutamine, and pen/strep. Cells were co-transfected with 7-µg pINDUCER vector and 750-ng each of pHDM-Hgpm2, pRc/CMV-RaII, pHDM-tat1b, and pHDM-VSV-G with 30 µL of TransIT-293 transfection reagent (Mirus Bio) per 10-cm plate, or with 3.6-µg lentiCRISPRv2 vector, 2.7-µg psPAX2, and 1.8-µg pMD2.G (Addgene plasmids 12259 and 12260) with 24 µL of TransIT-293 per 6-cm plate. Virus-containing supernatants were collected at 48 and 72 h post-transfection, pooled, and concentrated by PEG 8000 precipitation. Viral particles were resuspended in a small amount of keratinocyte growth media, separated into aliquots, and stored at −80 °C until use.

For lentiviral infections, keratinocytes were plated at 1 × 10^5^ cells per well in 6-well tissue culture plates. The following day, one or two representative wells were trypsinized and counted. Lentivirus preps were thawed and diluted in keratinocyte growth media containing 8 µg/mL Polybrene (Sigma-Aldrich), to a final multiplicity of five transduction units per cell. Growth media was aspirated from the plated keratinocytes and replaced with diluted lentivirus (1 mL/well). The plates were incubated at 37 °C for 15 min and then centrifuged at 1100 *g*, 32 °C, for 30 min. After centrifuging, the cells were washed with 3 ml/well PBS, refed with keratinocyte growth media, and returned to 37 °C incubator. At 48 h post-infection, the cells were selected with puromycin (2 µg/ml final concentration), or passaged and cultured in 10-cm plates followed by FACS enrichment.

CRISPR/Cas9-treated keratinocytes were grown to 80–90% confluence and passaged at least three times before being used in experiments.

### RNA isolation and qPCR analysis

All samples were stored in TRIzol in −80 °C prior to RNA isolation. Total RNA was purified with the PureLink RNA Mini kit (Life Technologies) and 1 µg of each RNA sample was reverse transcribed with the Superscript III First-Strand Synthesis System (Life Technologies) using Oligo(dT)_20_ primers as recommended by the manufacturer. PCR amplifications of genes of interest were performed using primers located in different exons (or spanning intron-exon junctions) or in 3′UTR to obtain amplicons less than 150 bp in length. Real-time PCR was performed with Takyon No Rox SYBR MasterMix (Eurogentec) on a LightCycler 480 real-time PCR system (Roche). Differences between samples and controls were calculated based on the 2^−ΔΔCP^ method. Relative cDNA copy numbers were determined with standard curves generated with genomic DNA templates. Expression of *Mrpl19* was used to normalize samples. Primer sequences are listed in Table S3.

### Immunoblotting

Gel electrophoresis was performed using 30–40-µg protein extracted from TRIzol cell lysates resolved in 10–15% SDS-PAGE gels, semi-dry transferred for 2 h at 45 mA per unit to nitrocellulose membranes. Membranes were blocked for 1 h in 5% non-fat milk in 1× PBS, then incubated with primary antibodies in the BSA-TNTT solution (25 mM Tris-HCl, pH 8.0, 150 mM NaCl, 0.2% Tween-20, 2.5% BSA) overnight at 4 °C with gentle agitation. Membranes were rinsed 4× in TNTT buffer before incubating in secondary antibodies diluted in BSA-TNTT for 1 h at room temperature in the dark. Membranes were washed 4× in TNTT and transferred to 1× PBS. The blots were scanned on LI-COR Odyssey infrared imaging instrument. Antibodies were used at the following concentrations: mouse anti-FLAG (1:1,500; Sigma, #F1804), rabbit anti-GAPDH (1:10,000; Bethyl, #A300-641A), mouse anti-FSCN1 (1:1,500; Santa Cruz, #sc-21743), and mouse anti-FBLIM1 (1:1,500; Santa Cruz, #sc-21743). All uncropped blots can be found in Supplementary Fig. 6 and in the Source Data file.

### Immunohistochemistry and immunofluorescence

Frozen sections at 6–8 µm in thickness were cut on a Leica cryostat and stored in −80 °C after air-dried for 15–30 min. The slides were fixed in 4% paraformaldehyde (PFA) for 10 min, and blocked for 1 h with the MOM kit (Vector Laboratories, Burlingame, CA) for mouse monoclonal antibodies, or in the following blocking buffer for all other antibodies: 10% normal donkey serum, 2% BSA, 2% fish skin gelatin, 2% Triton X-100 in PBS. The sections then were incubated with primary antibodies diluted in the blocking buffer at 4 °C overnight at the following concentration: rabbit anti-SOX11 (1:200 for immunofluorescence; Sigma, #HPA000536), guinea pig anti-SOX11 antiserum (1:1,000 for immunohistochemistry; from Dr. Elisabeth Sock^21^), rat anti-BrdU (1:200; Abcam, #ab6326), rat anti-CD104 (1:200; BD Biosciences, #553745), rabbit anti-KRT5 (1:500; Covance, #PRB-160P), rabbit anti-KRT1 (1:500; Fuchs lab), rabbit anti-FLG (1:500; Covance, #PRB-417P), rabbit anti-LOR (1:500; Covance, #PRB-145P), rabbit anti-FLAG tag (1:500; Cell Signaling, #2368), guinea pig anti-TCF7L1 (1:100; Lab generated), rabbit anti-TCF7L2 (1:100; Cell Signaling, #2569), mouse anti-KRT18 (1:50; Cell Signaling Tech, #4546), mouse anti-FSCN1 (1:50; Santa Cruz, #sc-21743), mouse anti-FBLIM1 (1:100; Santa Cruz, #sc-21743), mouse anti-VCL (1:200; Novus Biologicals, # NB600-1293). CytoPainter Phalloidin-iFluor 647 Reagent (1:1,000; Abcam, #ab176759) was used to label actin filaments. As noted previously^65^, no working antibody for SOX4 immunostaining is currently available.

Antigens were visualized with FITC- or RRX-conjugated secondary Abs (Jackson Labs). Hoechst 33342 dye was used to counterstain nuclei. For immunohistochemical detection, 5-µm paraffin sections were used; and endogenous biotin and peroxidase activity were blocked. The color was developed with DAB chromogen (ImmPACT DAB; VectorLabs, United States) and the sections were counterstained with hematoxylin. All images were acquired with Zeiss Axioskop microscope.

### Chromatin immunoprecipitation

ChIP and ChIP coupled with massively parallel sequencing (ChIP-seq) were performed according to the established method^66^ with some modifications as described below. Because no anti-SOX4 or anti-SOX11 antibodies were suitable for ChIP assay, we carried out ChIP assay with keratinocytes isolated from the dcKO newborns (*Krt14-Cre;Sox11*^*fl/fl*^*;Sox4*^*fl/fl*^) that have been transduced with lentiviral vector pINDUCER21expressing FLAG-epitope tagged *Sox4* or *Sox11*. Keratinocytes were grown in 15-cm plates and treated with doxycycline 24 before fixation with 1% formaldehyde solution in 1×PBS for 10 min at room temperature. After the formaldehyde was quenched with 125 mM glycine, cells were rinsed 2× with 1×PBS and harvested using a cell scraper and flash frozen in liquid nitrogen. Cells were aliquoted and stored at −80 °C prior to use.

Nuclei were prepared from approximately 100 million cells and lysed in the sonication buffer (50 mM Tris-HCl pH 8, 10 mM EDTA, and 1% SDS). Chromatin was sheered by sonication in iced water (Bioruptur XL, Diagenode), 30 s on/30 s off, for 35 min, to achieve 100–500-bp DNA fragments. After dialysis against the low SDS buffer (20 mM Tris-HCl pH 8, 10 mM EDTA, and 0.01% SDS) overnight, the sonicated samples were centrifuged at 20,000*g* for 10 min. The soluble whole-cell extracts were added with Triton X-100 (final 1%) and NaCl (final 150 mM), and incubated with 100 µl of Dynal Protein G magnetic beads that had been pre-incubated with 10-µg mouse anti-FLAG antibody (Sigma) or mouse IgG. Beads were washed 1× with low-salt immune complex wash buffer (0.1% SDS, 1% TritonX-100, 2 mM EDTA, 150 mM NaCl, 20 mM Tris-HCl, pH8.1), 1× with high-salt immune complex wash buffer (0.1% SDS, 1% TritonX-100, 2 mM EDTA, 500 mM NaCl, 20 mM Tris-HCl, pH8.1), 1× with LiCl immune complex wash buffer (250 mM LiCl, 0.5% NP-40, 0.5% deoxycholate, 1 mM EDTA, 10 mM Tris-HCl, pH 8.1), and 1× with TE containing 50 mM NaCl. Bound complexes were eluted from the beads by heating at 65 °C for 30 min (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, and 1% SDS) in a Thermomix. IgG ChIPs were performed under the same conditions as the experimental ChIPs. Crosslinking was reversed by incubating samples at 65 °C for 6 h. Whole-cell extract DNA reserved from the sonication step was treated in parallel to reverse crosslinking. After crosslink reversal, samples were treated with RNase and proteinase K prior to DNA extraction. ChIP-qPCR was performed before and after library construction with positive control primer sets for verification of enrichment.

For ChIP-qPCR analysis of epidermal cells isolated from Sox11-induced pups, 3-day old *K14-rtTA;TRE-Sox11-FLAG* pups were injected with 100 μl of 1 mg/ml Dox solution and their skins were harvested after 24 h. After treatment with neutral protease, basal cells were dissociated from the epidermis by trypsinization, before being pooled, counted, and fixed in 1% fresh formaldehyde. Epidermal cells freshly isolated from pups required harsher sonication condition than the condition used to process cultured keratinocytes for ChIP-seq. To dissociate the clumps and prepare nuclei, we forced the samples in Cell Lysis Buffer 1 (50 mM HEPES-KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, 0.25% Triton X-100) through 1 ml syringe attached with a 28G needle. 2–3 million cells in 130-μl sonication buffer were sonicated in microTUBE with AFA fiber with Covaris LE220 focused-ultrasonicator. Fragments of 200–900 bp were generated after 8–10-min sonication. The fragments from ~10 million cells were pooled and dialyzed. The volume of the chromatin was brought to 1.5 ml with the ChIP SDS Dilution Buffer (0.01% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl, pH 8.1, 150 mM NaCl), and centrifuged at 20,000*g* for 10 min. The supernatant was pre-cleared with 30-μl Dynabeads pre-coated with BSA for 4 h before it was incubated with 6-μl FLAG antibody overnight. The antibody-chromatin complexes were retrieved with 30-μl Dynabeads, which were washed, followed by ChIPed DNA extraction and purification as described above.

### ChIP-seq sample preparation and analysis

The Genomic and RNA Profiling Core at Baylor College of Medicine conducted sample quality checks using the NanoDrop spectrophotometer, Invitrogen Qubit 2.0 Fluorometer and Agilent Bioanalyzer 2100. The Rubicon ThruPlex DNA-Seq library preparation system (p/n R400523, protocol QAM108-002) was used to prepare ChIP-Seq libraries for sequencing on the Illumina NGS sequencing instruments. A summary of the techniques and the data analysis are described below.

A double-stranded (ds) DNA libraries were generated from 0.5 ng of ChIP’d DNA of two biological replicates and were used for hybridization. This was achieved by first creating blunt ended fragments, then ligating stem-loop adapters with blocked 5’ ends to the 5’ end of the DNA, leaving a nick at the 3’ end. Finally, library synthesis extends the 3’ end of the DNA and Illumina-compatible indexes were incorporated with 11 amplification cycles. The fragments are purified using AMPure XP Bead Purification System, removing small sized fragments below 200 bp in size and unincorporated PCR reagents and nucleotides. The resulting libraries were quantitated using the NanoDrop ND-1000 spectrophotometer and fragment size assessed with the Agilent Bioanalyzer. A qPCR quantitation was performed on the libraries to determine the concentration of adapter-ligated fragments with the Applied Biosystems ViiA7 qPCR system and a KAPA Library Quant Kit.

dsDNA clusters were regenerated by bridge amplification. Using the concentration from the ViiA7 qPCR machine above, 16 pM of equimolarly pooled library was loaded onto a flowcell and amplified by bridge amplification using the Illumina HS2500 sequencing instrument. PhiX Control v3 adapter-ligated library was spiked-in at 5% to ensure balanced diversity and to monitor clustering and sequencing performance. A single-end 50 cycle run was used to sequence the flowcell on a HiSeq Sequencing System in Rapid Mode with v2 chemistry.

To analyze the ChIP-Seq data, ChIP-seq reads were mapped to the mouse genome (mm9) using Bowtie2 with default single-end settings^67^. Next, all non-nuclear, non-mapping, and low-quality reads were discarded. Duplicated reads were then removed with Picard MarkDuplicates. Peak calling was carried out with Homer (findPeaks -style factor)^68^. Blacklisted regions from mm9 were also removed from the individual and comprehensive peak files (bedtools –subtract). Motif enrichment analysis was conducted with Homer (findMotifsGenome.pl). All gene ontology (GO) enrichment analysis was performed using Metascape (http://metascape.org)^69^.

### Reporter assay

Keratinocytes were plated at density of 20,000 cells per well in a 24-well plate one day before being transfected with the empty control vector (pcDNA3) or vector expressing *Sox4* or *Sox11* along with the reporter constructs and the control vector pRL-TK, using TransIT-Keratinocyte Reagent (Mirus) according to the manufacturer’s instructions. Luciferase reporter activity was measured using the Dual-Luciferase Reporter system 48 h after transfection (Promega) with *Firefly* luciferase values normalized to *Renilla* luciferase values.

### Statistical analysis

Data were analyzed and statistics performed (unpaired or paired two-tailed student’s *t*-tests). Error bars represent SD in all plots. Significance was set as *p < 0.05, **p < 0.01, and ***p < 0.001, unless otherwise indicated. Quantifications were performed from at least three independent experiments. In vivo re-epithelialization analysis was performed in a double-blinded fashion. Venn diagram hypergeometric *p* values were calculated using R. Provided that in the *N* total genes, the gene sets A (containing *m* genes) and B (containing *n* genes) have *k* genes in the intersection, the enrichment level (*R*) of the overlap is defined as (*k* × *N*)/(*m* × *n*).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Source Data

## Data Availability

Microarray and ChIP-seq data in this study have been deposited in the Gene Expression Omnibus (GEO), under accession codes: GSE120827 (transcriptional profiles of *Sox4* cKO, *Sox11* cKO, and *Sox4/11* dcKO mouse keratinocytes and their wild-type control), GSE120826 (transcriptional profiles of *Sox4* cKO, *Sox11* cKO, and *Sox4/11* dcKO mouse epidermis at E16), GSE120824 (transcriptional profiles of murine E13 epidermal cells and P4 epidermal basal cells), GSE120825 (transcriptional profile of SOX11-induced mouse epidermis), and GSE120773 (ChIP-seq), respectively. The source data underlying Figs. 1a–c, 3a, c, d, 4a, d–f, 5a–f, 6a, b, h, j, 7a, 8b, c, f, g, 9d, h–j, l and Supplementary Figs. 1c, 3, 4a–c and 5b–d are provided as a Source Data file. All data supporting the findings of this study are available upon request.

How the deposited data were processed for this re-analysis (not part of the article)

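The data were the 2 deposited peak lists of the ChIP-seq experiment in dcKO keratinocytes, 1 for SOX11-FLAG and 1 for SOX4-FLAG, each made by the authors from 2 replicates; a control library had no list. Single-end reads of 50 bp were mapped by the authors to mm9 with Bowtie2 at default settings, reads that were non-nuclear, unmapped or of low quality were discarded, duplicates were removed with Picard MarkDuplicates, peaks were called with HOMER (findPeaks, factor style), and blacklisted regions were subtracted with bedtools. The versions of these tools, the control given to HOMER and its thresholds are not named in the paper's text. The deposited values are the start and end coordinates of the peaks, another kind of value than counts or signal: no height, score or p-value is given for a peak, and the depth of the libraries is not in the files. Starts were read as 0-based and printed from 1.

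Overlaps of at least 1 bp between the lists were found with Python 3.11.15 and numpy 2.4.6 and checked against bedtools 2.31.1. The overlap expected by chance came from 1000 shifts of the SOX4 peaks, by 1 random amount per chromosome with wrapping between the outermost peaks of either list. Other permutation tests used 100000 permutations and a fixed seed, and Fisher's exact tests came from scipy 1.17.1; the test of the overlap against shifts was one-sided and the others two-sided. Shares carry 95% Wilson intervals. The heterogeneity test used chromosomes with at least 20 SOX11 peaks. The EDC was the interval of Fig. 7d, compared with windows of its length placed at steps of 50% of that length on each chromosome.

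Genes and transcripts came from the GENCODE annotation of the same build, restricted to protein-coding genes. A peak was placed by its centre, first in promoters (1 kb upstream to 100 bp downstream of a transcription start), then in exons, introns or between genes, and was assigned to the gene with the nearest transcription start. Motifs were searched on both strands with pysam 0.24.0 and samtools 1.23.1 for access to the sequence, as YCWTTGTYCY for SOX, RMTGASTCAY for AP-1 and WMAGGAATGY for TEAD with 1 mismatch allowed; these strings were read from the logos of Fig. 6f after the lists were opened and before any motif was searched. The same motifs were searched in sequences of equal width shifted 2 kb downstream. The HOMER motif programs were not used here. Figures were drawn with matplotlib 3.10.9.

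The overlap, motif search, assignment to genes, promoter rule, shifts, heterogeneity test and permutation of a difference of means were tested on simulated data. The other tests were not. All 700 of 1000 simulated peaks that were placed on SOX11 peaks were found, all 200 motifs planted among 1000 random sequences were found, and the nearest transcription start was right for 500 of 500 random positions. The promoter rule was also right for 500 of 500 positions. The permutation p was 0.00990, 0.000500 and 0.000500 for a planted overlap, chromosome and difference, and 0.396, 0.760 and 0.485 with nothing planted.

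Regions and genes are named by a rule set before the data were examined: the EDC with its peaks, the 3 bins of 1 Mb with the most peaks of each factor, the 5 SOX4 peaks farthest from a SOX11 peak, the genes of Fig. 6d, the reporter and ChIP-qPCR targets, the genes of Table 1, and *Sox4* and *Sox11*. There were 29 results and 106 alternatives, of which 53 were set before the data were examined and 53 were chosen after seeing the data. Since both replicates of a factor are in 1 list, no replicate was left out and no pairing of replicates was used. Microarray, qPCR, luciferase and ChIP-qPCR data were not analysed here.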

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

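The test of the distance to transcription starts and the test of the longest identical stretch were chosen only after the results were seen, as was the limit by which the construct test below was left undecided; the near-miss test, set before, gave neither of the outcomes written for it.

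The SOX4 list has 147 peaks outside the SOX11 peaks, a group that the paper does not describe; no control peak list was analysed here. One explanation is background regions without binding. Over the width of a SOX11 peak, 26.5% of these peaks (interval 20.1 to 34.2%) had the SOX motif, against 23.1% of sequences shifted 2 kb downstream (p = 0.589, two-sided Fisher's exact test), while 68.8% of the shared SOX4 peaks had it. The AP-1 motif was less frequent in them than in the shifted sequences, 6.80% against 20.4% (p = 0.00102, Fisher's exact test). The shifted sequences were not matched for GC content, so the lack of a clear excess of the SOX motif cannot by itself show background. Another explanation is a near miss of the overlap rule: 43.5% of the peaks, 64 of 147, lay within 1 kb of a SOX11 peak, so it does not account for most of them, nor are they few. A candidate explanation is open GC-rich DNA at transcription starts: 57.8% lay within 1 kb of a transcription start, against 30.8% of the shared SOX4 peaks (odds ratio 3.08, p = 7.36e-11, Fisher's exact test), and their mean GC content was 60.6 ± 12.5% (SD) against 54.2 ± 10.4%. Background and open DNA at transcription starts remain as explanations, and the near miss cannot be ruled out for the peaks within 1 kb. The design gives no condition that would make a biological explanation testable, and none was tested.

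The SOX11 list has 2 peaks in the coding exon of *Sox11* and 1 in the coding exon of *Sox4*, genes whose binding the paper does not discuss; the SOX4 list has 0 in either. The peaks in *Sox11*, on chromosome 12 from 28026246 to 28026503 and from 28026896 to 28027153, are numbers 933 and 964 of the list and have no SOX match, and the peak in *Sox4*, on chromosome 13 from 29044298 to 29044555, is number 3954. Of all SOX11 peaks, 2.24% lie in a coding exon. One candidate explanation is DNA of the introduced construct, which carries the coding sequence. It would put a peak in the own gene of each factor, and this held for 1 of the 2 factors, SOX11, so the peaks in *Sox11* cannot be told apart from it. The cells carried *Cre* and floxed alleles of both genes and were made to lack them. Where the coding exons were deleted, reads placed there could come only from the construct or from cells that kept the gene, which for the peaks in *Sox11* adds to the reasons to doubt binding at the gene itself. The paper's text does not give the stretch that was deleted, and the extent of the deletion in these cells was not tested. For the peak in *Sox4*, reads shared with the paralog's introduced gene were tested: the longest stretch identical to the *Sox11* coding sequence was 23 bp, shorter than the reads of 50 bp, which goes against reads mapped without mismatches; reads with mismatches were not tested. The construct of these cells carries *Sox11*, so this peak, at a gene the cells were made to lack, stays unexplained. No biological explanation was tested.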

How the results depend on the processing

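Settings marked below as chosen after seeing the data are so named at their first mention; the other settings were set before the data were examined. Of 106 alternatives, 73 kept the direction of the result and its side of the 0.05 threshold, or stayed within the interval of the main value or, for counts, within 1.5 times the main count. The other alternatives are given here. Where a value changed, the cause was not tested. Among the 73 are merging peaks within a list and keeping only the autosomes and X, which could change nothing in these lists. The alternatives of the comparison of widths, which carries no information, are also among them.

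The share of SOX4 peaks that overlapped a SOX11 peak, 94.5%, and of SOX11 peaks that overlapped a SOX4 peak, 11.9%, became 87.8% and 11.0% when at least 50% of the SOX4 peak, or of both peaks, had to be covered, 83.7% and 10.5% with centres within 100 bp, and 96.9% and 12.8% with a gap of up to 1000 bp. In the first 50% of each list, settings chosen after seeing the data, they were 97.1% of SOX4 peaks and 21.1% of SOX11 peaks; the cause was not tested.

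For the EDC, 2 Mb around the interval of Fig. 7d gave 4 SOX4 peaks in place of 1, percentile 84.8 in place of 87.2 for SOX11 and 81.7 in place of 53.8 for SOX4. Windows on chromosome 3 gave percentile 88.6 for SOX11, and windows with at least 1 SOX11 peak gave 85.1 for SOX11 and 46.4 for SOX4; the cause was not tested.

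The difference between chromosomes in the share of SOX11 peaks that overlap SOX4 had a chi-square statistic of 35.0 and fell to 26.1 (p = 0.129, permutation test), no longer past the threshold, with at least 50% of the SOX4 peak covered. The difference in the number of SOX11 peaks nearby, 0.0557 within 25 kb, was -0.00880 within 5 kb, of the opposite sign but not told apart from 0 (p = 0.229, permutation test), and 0.241 within 100 kb. In both, the cause was not tested.

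With promoters of 1 kb to each side of a start, 32.3% of SOX4 and 28.9% of SOX11 peaks lay in promoters, and the odds ratio was reversed from 0.921 to 1.17. With all annotated genes, chosen after seeing the data, the SOX11 share was 24.7%. The cause was not tested.

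The odds ratio of the AP-1 motif between SOX11 and SOX4 peaks, 1.15, was 1.12 (p = 0.0928, Fisher's exact test), no longer past the threshold, without mismatches. With the first 2669 SOX11 peaks it was 0.962, of the opposite direction but not told apart from 1 (p = 0.515, Fisher's exact test). All alternatives of this comparison, of the TEAD motif and of the SOX and AP-1 motif in the same peak were chosen after seeing the data. The share of SOX4 peaks with the TEAD motif, 21.2% and not past the threshold against shifted sequences, was past it in 4 settings: 8.13% in the 50 bp on each side of the centre, 2.32% without mismatches, 23.3% with the core GGAATG and 17.0% over the width of a SOX11 peak. The odds ratio of the SOX and AP-1 motif in the same peak was 1.71 for SOX4, 1.10 for SOX11 and 1.43 for shared SOX11 peaks; without mismatches it was 1.06 for SOX4 (p = 0.662, Fisher's exact test), no longer past the threshold, was reversed to 0.817 for SOX11 (p = 0.00571, Fisher's exact test), and was 0.937 for shared SOX11 peaks, of the opposite direction but not told apart from 1 (p = 0.710, Fisher's exact test), and in the 50 bp on each side of the centre it was reversed to 0.883 for SOX11 and was 1.13, no longer past the threshold, for shared SOX11 peaks. The cause was not tested, and these odds ratios pool promoter and other peaks, which differ in both motifs. The shares of peaks with the SOX and AP-1 motifs stayed above those of the shifted sequences in every setting run.

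No paired analysis was possible because the authors combined both replicates of each factor into 1 list, although the sample titles share the numbers 1 and 2; leaving out a replicate was likewise not possible. The planned use of the upper 50% of peaks by the authors' score was not run, since the lists hold no score. Without heights or depths, no list could be thinned to the depth of the other, so the ratio of 7.97 between the numbers of peaks has no check against depth.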

Differences from the paper's values

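The share of SOX4 peaks with both the SOX and the AP-1 motif was 29.1%, and the paper's value is about 17% in Fig. 6h, read by eye. The alternatives set before the data were examined for each motif alone, applied here to both motifs only after seeing the data, did not close the gap: the share was 7.79% with the exact cores and 8.28% in the 50 bp on each side of the centre. Of the other alternatives, chosen after seeing the values, the cores CWTTGT and TGASTCA gave 22.8% and the search over the width of a SOX11 peak gave 23.8%, each within 1.5 times the paper's value, and the motifs without mismatches gave 2.77%, which is not. The cores CWTTGT and TGASTCA moved other shares of Fig. 6h out of that range. AP-1 alone was 3.30% against about 8.6%, and neither motif 16.1% against about 30%. In the main search these shares were 8.69% and 21.0%, within 1.5 times.

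The share of SOX11 peaks with both motifs was 20.0%, and the paper's value is about 11% in Fig. 6h, read by eye. It was 6.54% with the exact cores and 6.66% in the 50 bp on each side of the centre, so these did not close the gap. The other alternatives, chosen after seeing the values, did not close it either, with 17.2% for the cores CWTTGT and TGASTCA, 20.0% over the width of a SOX11 peak and 1.06% without mismatches.

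The paper states that each factor binds several sites in the EDC. The interval of Fig. 7d held 23 SOX11 peaks but 1 SOX4 peak. With 2 Mb around the same centre, an alternative set before the data were examined, there were 31 SOX11 peaks and 4 SOX4 peaks. The paper gives 2 Mb as the length of the EDC, and at that length the lists hold several peaks of each factor. The SOX4 peaks gained at 2 Mb have *Pglyrp3* and *S100a10* as nearest genes and lie outside the stretch from *Lor* to *Rptn*. Within that stretch, which holds the *Sprr* and *Lce* clusters, the difference stays.

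The paper places *Fscn1* among the direct targets and describes a cloned region with a SOX4 and SOX11 peak of this gene. Neither list had a peak within 10 kb of *Fscn1*, and the only SOX11 peak assigned to it lay 66.1 kb from the nearest of its annotated transcription starts. For *Pxdn*, whose cloned region is described in the same way, the lists had 3 SOX11 peaks and 0 SOX4 peaks.

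In Fig. 6e, read by eye, the promoter share is larger for SOX4 than for SOX11. In the lists it was 21.8% for SOX4 and 23.3% for SOX11, a difference that did not pass the test (p = 0.103, two-sided Fisher's exact test). With promoters of 1 kb to each side of a start, an alternative set before the data were examined, the order was that of the figure, with 32.3% and 28.9%. Both shares were then more than 1.5 times those of the figure, about 21% for SOX4 and about 18% for SOX11. The main shares were within 1.5 times of the figure's.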

Other observations

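The test of the order of the lists on the paper's ChIP-qPCR genes, its rules for genes and peaks and the limit by which it was left undecided, and the comparison of the first SOX11 peaks over equal widths, were chosen only after the results were seen; the other tests below were set before their results were seen.

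The deposited lists are in neither genomic nor random order. Of the first 2127 SOX11 peaks, which are the first of 10 equal parts of the list, 62.0% overlapped a SOX4 peak, and of the last 2127, 2.02% did. The SOX motif fell from 73.6% to 42.7% between the same parts, though not at each step, since its lowest share, 39.1%, was in part 6. Across the 2522 overlapping pairs, the positions in the SOX4 and SOX11 lists were correlated, with Spearman's rho of 0.807 and Pearson's r of 0.654 (permutation p = 1e-05 for each, the smallest that 100000 permutations can give). These values are consistent with lists ordered by peak strength. The 5 genes with high SOX11 peaks according to the paper (*Tes*, *Lfng*, *S100a10*, *Smad3* and *Tead2*) had their earliest assigned SOX11 peaks at positions 1 to 706, and the 5 with smaller peaks (*Ivl*, *Sprr2d*, *Flg2*, *Fscn1* and *Lgals1*) at positions 4957 to 21062 (two-sided exact permutation test, p = 0.00794, the smallest that 5 genes against 5 allow). The paper also names *Nfe2l2* with a high and *Fblim1* with a small peak, at positions 1148 and 752 by the same rule, so with all 12 genes the groups are not fully apart (exact permutation p = 0.00433). They are fully apart when peaks within 10 kb of the gene count too, since an intron of *Nfe2l2* holds peak number 19, nearest to the start of *Hnrnpa3* (exact permutation p = 0.00216). The mean position was earlier for the high genes by either rule, while full separation, which the test asked for, depends on the rule and is left undecided; the earliest peak of a gene may not be the region the paper tested. The files do not name the quantity that orders the lists, and no biological explanation was tested.

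The higher share of the AP-1 motif in SOX11 than in SOX4 peaks was set against technical explanations. The first was a longer list reaching further down the order. Of the first 2669 SOX11 peaks, 36.9% had the AP-1 motif, which is within the interval of the SOX4 share, 36.0 to 39.7%, as this explanation foresees; SOX4 peaks are wider, however, and over equal widths the same 36.9% lay above the SOX4 interval, 31.0 to 34.6% (odds ratio 1.20, p = 0.00157, two-sided Fisher's exact test). The rise of the share along the SOX11 list, from 36.2% in the first 10% of peaks to 48.3% in the last, goes the same way as this explanation. A difference in peak width could not raise the SOX11 share over the SOX4 share, since SOX4 peaks are the wider ones. Over equal widths less of most SOX4 peaks is searched, so the rise of the odds ratio to 1.44 tests nothing here. The other explanation was a difference in promoter share or GC content. With promoters left out, the odds ratios in 3 groups of GC content were 1.27, 1.40 and 1.94, with p of 0.00173, 5.26e-06 and 1.91e-08 (two-sided Fisher's exact test). None of these explanations thus accounts for the whole difference over equal widths. The length of the lists may account for part of it, since the odds ratio fell from 1.44 to 1.20 with equal widths. Over whole peaks the difference cannot be told apart from an effect of list length. Of the 2669 SOX4 peaks, 2522 overlap a SOX11 peak, so these tests compare partly the same regions and not separate groups.

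The X chromosome had 1.96 SOX11 peaks per Mb, and the autosomes had between 5.56 and 12.3. The sex of the cells, the number of X chromosomes and the mappability of each chromosome were not analysed here.

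In promoters, 31.9% of the SOX11 peaks had the SOX motif, against 30.0% of their shifted sequences (odds ratio 1.10, p = 0.0369, two-sided Fisher's exact test), and 59.9% of the SOX4 peaks had it, against 34.1% of theirs (odds ratio 2.88).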
